# Exploration of alcohol use disorder-associated brain miRNA–mRNA regulatory networks

**DOI:** 10.1038/s41398-021-01635-w

**Published:** 2021-10-02

**Authors:** Yolpanhchana Lim, Jennifer E. Beane-Ebel, Yoshiaki Tanaka, Boting Ning, Christopher R. Husted, David C. Henderson, Yangfei Xiang, In-Hyun Park, Lindsay A. Farrer, Huiping Zhang

**Keywords:** Biomarkers, Medical genetics

## Abstract

Transcriptomic changes in specific brain regions can influence the risk of alcohol use disorder (AUD), but the underlying mechanism is not fully understood. We investigated AUD-associated miRNA–mRNA regulatory networks in multiple brain regions by analyzing transcriptomic changes in two sets of postmortem brain tissue samples and ethanol-exposed human embryonic stem cell (hESC)-derived cortical interneurons. miRNA and mRNA transcriptomes were profiled in 192 tissue samples (Set 1) from eight brain regions (amygdala, caudate nucleus, cerebellum, hippocampus, nucleus accumbens, prefrontal cortex, putamen, and ventral tegmental area) of 12 AUD and 12 control European Australians. Nineteen differentially expressed miRNAs (fold-change>2.0 & *P* < 0.05) and 97 differentially expressed mRNAs (fold-change>2.0 & *P* < 0.001) were identified in one or multiple brain regions of AUD subjects. AUD-associated miRNA–mRNA regulatory networks in each brain region were constructed using differentially expressed and negatively correlated miRNA–mRNA pairs. AUD-relevant pathways (including *CREB Signaling*, *IL-8 Signaling*, and *Axonal Guidance Signaling*) were potentially regulated by AUD-associated brain miRNA–mRNA pairs. Moreover, miRNA and mRNA transcriptomes were mapped in additional 96 tissue samples (Set 2) from six of the above eight brain regions of eight AUD and eight control European Australians. Some of the AUD-associated miRNA–mRNA regulatory networks were confirmed. In addition, miRNA and mRNA transcriptomes were analyzed in hESC-derived cortical interneurons with or without ethanol exposure, and ethanol-influenced miRNA–mRNA regulatory networks were constructed. This study provided evidence that alcohol could induce concerted miRNA and mRNA expression changes in reward-related or alcohol-responsive brain regions. We concluded that altered brain miRNA–mRNA regulatory networks might contribute to AUD development.

## Introduction

Alcohol use disorder (AUD) is characterized by uncontrolled alcohol drinking due to physical and psychological dependence on alcohol. According to the 2019 National Survey on Drug Use and Health (NSDUH), AUD affects 14.1 million (4.2%) adult Americans (8.9 million men and 5.2 million women) [1]. Mounting evidence suggests that AUD is a complex genetic disorder, with an estimated heritability of about 50% [2]. Besides genetic variation, chronic alcohol consumption can lead to neuroadaptive phenomena, such as alcohol tolerance, dependence, and withdrawal [3]. The underlying molecular mechanisms of alcohol-induced neuroadaptations has not been fully explored, but it is believed that gene expression changes in specific brain regions are associated with AUD development.

Studies with animal-based models and human postmortem brains have demonstrated that alcohol exposure alters the expression of genes involved in diverse cellular functions. Using C57BL/6J mice as models, altered expression of immediate early genes (c-fos, fosB, and zif268) was observed in the hippocampus (HIP), the nucleus accumbens (NAc), the basolateral amygdala (AMY), and the lateral hypothalamus due to alcohol exposure [4]. Human postmortem brain studies have examined AUD-associated coding gene (or mRNA) expression changes in three brain regions [prefrontal cortex (PFC), NAc, and ventral tegmental area (VTA)] comprising the core reward circuitry. Differentially expressed coding genes identified in postmortem PFC of AUD subjects are potentially involved in transcription [5], aldehyde detoxification [6], nicotine response and opioid signaling [7], oxidative stress [5, 8], mitochondrial function [5, 6], myelination [9–12], calcium signaling [11], protein trafficking [10], fatty acid metabolism [6], cell cycling [13], cell adhesion [12], and neuronal apoptosis [5, 11, 12]. Differentially expressed coding genes identified in postmortem NAc of AUD subjects may participate in synaptic transmission [5, 8], vesicle formation and cell architecture [5], transcription and lipid metabolism [14], and oxidative phosphorylation, mitochondrial dysfunction and cytokine signaling [15]. Only one study is known to have examined mRNA transcriptomic changes in postmortem VTA of AUD subjects, and the identified differentially expressed coding genes likely contribute to neurotransmission and signal transduction [8]. These findings suggest that altered expression of coding genes or mRNAs in reward-related brain regions may underlie alcohol-induced neuroadaptations.

AUD-associated mRNA expression changes can only partially explain the molecular mechanisms of AUD. Noncoding RNAs, particularly small noncoding microRNAs (miRNAs), have drawn much attention as they are potent and multifunctional regulators of many biological processes. miRNAs are a class of about 22 nucleotide-long small noncoding RNAs that act as regulators of gene expression at the post-transcriptional level. They bind to the 3′ untranslated region (3′ UTR) of their target mRNAs, resulting in either mRNA degradation (when their sequences are perfectly matched) or translational inhibition (when their sequences are imperfectly matched) [16]. The function of miRNAs implies an additional layer of gene expression regulation besides genetic variation. Accumulating evidence suggests that alcohol could induce miRNA expression changes, leading to altered cellular functions. Expression changes in miRNAs and their target mRNAs have been demonstrated as a consequence of exposure of alcohol to cultured cells [17, 18] as well as mouse [19] and rat [20–23] brains. miRNA transcriptomic changes have also been observed in postmortem PFC [13, 24] and NAc [15] of AUD subjects by microarray-based transcriptome analysis.

Given that AUD is a genetically heterogeneous disorder, it is commonly agreed that multiple genes (including both coding and noncoding genes) and the interactions among them contribute to the etiology of AUD. Studies have shown that a single miRNA can target hundreds of mRNA transcripts while a single mRNA transcript can be simultaneously regulated by distinct miRNAs [25]. The particular role of miRNAs in posttranscriptional regulation implies that miRNAs fine-tune the expression of numerous genes involved in a variety of cellular functions and thus coordinate multiple cross-communicating pathways. Studies have demonstrated miRNA–mRNA regulatory networks were associated with psychiatric disorders such as schizophrenia [26]. However, no studies are known to have explored AUD-associated miRNA–mRNA regulatory networks.

Here, we report the first network analysis of AUD-associated brain miRNAs and mRNAs. Specifically, we examined AUD-associated miRNA and mRNA transcriptomic changes in multiple brain regions of AUD subjects. We also performed miRNA–mRNA pairing analysis and constructed AUD-associated and brain region-specific miRNA–mRNA regulatory networks. To understand whether miRNA and mRNA expression changes in postmortem brains of AUD subject are due to alcohol consumption, we differentiated human embryonic stem cells (hESCs) into cortical interneurons and then used hESC-derived cortical interneurons as in vitro cellular models to examine ethanol-induced miRNA and mRNA transcriptomic changes. The convergence of multiple brain region transcriptome analysis and neuronal modeling could facilitate our understanding of the neuroadaptive mechanisms of AUD.

## Materials and methods

### Human postmortem brain tissues

Two sets of freshly-frozen autopsy brain tissue samples were obtained from the New South Wales Brain Tissue Resource Centre (NSWBTRC) in Australia. Set 1 included 480 [8 regions × (30 cases + 30 controls)] postmortem tissue samples dissected from eight brain regions [amygdala (AMY), caudate nucleus (CN), cerebellum (CRB), hippocampus (HIP), nucleus accumbens (NAc), prefrontal cortex (PFC), putamen (PUT), and ventral tegmental area (VTA)] of 30 (21 male and 9 female) AUD and 30 (21 male and 9 female) control subjects (NSWBTRC approved project #: PID409). Set 2 included 360 [6 regions × (30 cases + 30 controls)] postmortem tissue samples dissected from six brain regions (AMY, CN, CRB, HIP, PFC, and PUT) of 30 (20 male and 10 female) AUD and 30 (20 male and 10 female) control subjects (NSWBTRC approved project #: PID191). All subjects were European Australians with no history of illicit drug abuse or major psychotic disorders (such as schizophrenia and bipolar disorder) according to the criteria in the Diagnostic and Statistical Manual of Mental Disorder 4th Edition (DSM-IV) [27]. Control subjects had no history of AUD.

### Isolation and selection of brain tissue RNA samples for miRNA and mRNA transcriptome analysis

Total RNAs were isolated from 10 to 50 mg of postmortem brain tissue samples using the miRNeasy Mini Kit (QIAGEN, Valencia, CA, USA). RNA integrity number (RIN) and concentration were measured using the Agilent 2100 Bioanalyser with the Agilent RNA 6000 Nano Kit (Agilent Technologies, Santa Clara, CA, USA). From the 480 Set 1 RNA samples, we selected 192 [from 8 brain regions of 12 AUD cases (6 males and 6 females) and 12 controls (6 males and 6 females)] with larger RINs (mean ± SD: 6.6 ± 1.3) for miRNA and mRNA transcriptome analysis. From the 360 Set 2 RNA samples, we selected 96 (from 6 brain regions of 8 male AUD cases and 8 male controls) with larger RINs (mean ± SD: 5.9 ± 1.4) for miRNA and mRNA transcriptome analysis. In both sets of selected RNA samples, cases and controls were matched by sex, age, RINs, and postmortem intervals (PMIs). Characteristics (including the amount of daily alcohol use, sex, age, PMIs, RINs, brain weight, brain pH, cerebral hemispheres, smoking, and liver disease) of these two sets of RNA samples chosen for transcriptome analysis are summarized in Table S1. Except the amount of daily alcohol consumption, other demographic variables were not significantly different in their measurements (or counts) between cases and controls.

### RNA-seq analysis of miRNA and mRNA transcriptomic changes in eight brain regions of AUD subjects (192 Set 1 RNA samples)

miRNA and mRNA expression profiles of the 192 selected Set 1 RNA samples were analyzed, respectively, by small RNA-seq and ribosome RNA (rRNA) depletion RNA-seq. Small RNA-seq was conducted as described in our previous study [28]. Briefly, small RNA-seq libraries were generated using the NEBNext Multiplex Small RNA Library Prep Set for Illumina (Set 1) (NEB, Ipswich, MA, USA) with 250 ng of total RNAs. Purified cDNA libraries were pooled in equimolar ratios (12 libraries per pool) and multiplex sequenced at 1 × 75 bp on an Illumina HiSeq 2500 Sequencing System (Illumina, CA, USA). The Comprehensive Analysis Pipeline for miRNA Sequencing Data (CAP-miRseq) workflow [29] was used for raw reads (in fastq files) pre-processing, alignment, mature/precursor/novel miRNA qualification, and prediction. The mean total number of reads per sample was 16,591,602, and the mean mapping rate (aligned reads/reads sent to Aligner) was 73.2%. Principal component analysis (PCA) of miRNA transcriptome data of these 192 samples (from 8 brain regions) showed clustered CRB and VTA samples, but samples from six other brain regions could not be separated by brain regions using the miRNA expression data (Fig. S1a). The small RNA-seq fastq files and normalized read counts are available for downloading from the NCBI Gene Expression Omnibus (GEO) database (accession number: GSE181520).

Since most of the 192 selected postmortem brain RNA samples had RINs below 7 (Table S1), the KAPA RNA HyperPrep Kit with RiboErase (KAPA Biosystems, Wilmington, MA, USA) was used to deplete ribosomal RNAs (rRNAs) and construct RNA-seq libraries with 1 μg of total RNAs as the starting material. Pooled libraries were loaded into individual lanes (80 pooled libraries/lane) of the NovaSeq S4 flow cell (Illumina, San Diego, CA, USA) by running the NovaSeq Xp workflow for 100 bp paired-end sequencing on a NovaSeq^TM^ 6000 system (Illumina, San Diego, CA, USA). The bulk RNA-seq processing pipeline Pipeliner [30] was utilized to quantitate gene and isoform expression. The mean total number of reads per sample was 38,758,477, and the mean mapping rate (aligned reads/reads sent to Aligner) was 84.6%. PCA plotting of the mRNA-seq data showed similar sample clustering patterns as above using the miRNA-seq data (Fig. S1b). The rRNA depletion RNA-seq fastq files and normalized read counts are available for downloading from the NCBI GEO database (accession number: GSE181982).

#### Microarray analysis of miRNA and mRNA transcriptomic changes in six brain regions of AUD subjects (96 Set 2 RNA samples)

For miRNA transcriptome analysis, the Affymetrix GeneChip^TM^ miRNA4.0 array (Affymetrix, Santa Clara, CA, USA) was used following the manufacturer’s instructions. This array was designed to detect all miRNAs in miRBase Release 20 [31]. It contains 30,424 probe sets for mature miRNAs of 203 species including 2578 human mature miRNA probe sets, 2025 human pre-miRNA probe sets, and 1996 human snoRNA and scaRNA probe sets. Briefly, over 100 ng of total RNAs were labeled with the FlashTag™ Biotin HSR Labeling Kit (ThermoFisher Scientific, Waltham, MA, USA) and hybridized to the array. The samples are washed, stained, and scanned using the Affymetrix Command Console and its associated robotics. Probe cell intensity files (or CEL files) for small noncoding RNAs (including miRNAs) were generated using the Affymetrix® GeneChip™ Command Console (AGCC) software. Small noncoding RNA CEL files were processed using the Affymetrix Expression Console (EC) software (v1.4.1) with the “MicroRNA Arrays – RMA (robust multi-array average) + DABG (detection above Background)-Human only” workflow as the default analysis for background adjustment and signal normalization as well as log_2_ transformation to create probe-level summarization files (or CHP files). Quality control (QC) analysis of the CHP files was performed within the EC software, and the quality of the miRNA expression array data was visualized using box plots (Fig. S2a). The CHP files for case and control samples were further analyzed by statistical programs to identify differentially expressed miRNAs and other small noncoding RNAs. The Affymetrix miRNA expression data has been deposited in the NCBI GEO database (accession number: GSE180700).

For mRNA transcriptome analysis, the Affymetrix Clariom^TM^ D human array (Affymetrix, Santa Clara, CA, USA) was used following the manufacturer’s instructions. This array allows interrogating more than 540,000 transcripts (including coding and long non-coding genes, exons, and alternative splicing events as well as rare transcripts) using over 6.7 million probes. About 500 ng of total RNA was used in the Affymetrix Clariom D human array assay. Probe cell intensity files (or CEL files) for transcripts were generated using the AGCC software. They were then analyzed using the Affymetrix EC software (v1.4.1) with the “Gene Level - RMA-Sketch (robust multi-array average with sketch quantile normalization)” workflow as the default analysis for background adjustment and signal normalization as well as log_2_ transformation to create probe-level summarization files (or CHP files). Quality control (QC) analysis of the CHP files was performed within the EC software, and the quality of the mRNA expression array data was visualized using box plots (Fig. S2b). The CHP files for case and control samples were further analyzed by statistical programs to identify differentially expressed mRNAs. The Affymetrix mRNA expression data has been deposited in the NCBI GEO database (accession number: GSE180722).

### Differentiation of hESCs into cortical interneurons and analysis of ethanol-induced miRNA and mRNA transcriptomic changes by RNA-seq

hESC-derived cortical interneurons were used as cellular models for analyzing ethanol-induced miRNA and mRNA transcriptomic changes. H1 hESCs (WiCell Research Institute, Madison, USA) were differentiated into cortical interneurons as previously described [32]. Briefly, H1 hESCs were dissociated with accutase (STEMCELL Technologies, Vancouver, Canada) and cultured in mTeSR1 (STEMCELL Technologies, Vancouver, Canada) on Matrigel (Corning Life Science, Tewksbury, USA) coated plate until 95% confluence. For neural induction (from Day 1 to Day 10), hESCs were cultured in the neural induction medium containing three inhibitors including 100 nM of LDN-193189 (Stemgent, Cambridge, MA, USA), 10 μM of SB-431542 (Tocris Bioscience, Bristol, UK), and 2 μM of XAV-939 (Stemgent, Cambridge, MA, USA), and the neural induction medium was changed daily. For ventral patterning (Day 11–Day 18), the cells were cultured in neural induction media containing 100 ng/ml of SHH (R&D Systems, Minneapolis, MN, USA) and 1 μM of purmorphamine (Stemgent, Cambridge, MA, USA), and the medium was changed every other day. For final neuronal differentiation and maturation (Day 19 and after), the cells were cultured in the neuronal maturation medium supplemented with 20 ng/ml of BDNF (R&D Systems, Minneapolis, MN, USA), 200 μM of ascorbic acid (Sigma-Aldrich, St. Louis, MO, USA), and 200 μM of cAMP (Sigma-Aldrich, St. Louis, MO, USA), and the medium was changed every 4 days. After 6 weeks of maturation (totally 62 days in vitro differentiation), the H1 hESC-derived cortical interneurons were characterized by immunostaining (Fig. S3) to confirm the expression of neuronal biomarkers as described in our previous study [33].

hESC-derived cortical interneurons were then cultured in the neuronal maturation media containing ethanol at a concentration of around 50–100 mM (equivalent to blood alcohol levels of heavy or intoxicated drinkers) for 7 days. The ethanol-containing neuronal maturation medium was changed every other day. After additional 24-h culture without ethanol exposure, the cells were collected for total RNA isolation. Cell treatment experiments (exposed or unexposed to ethanol for 7 days) were performed in duplicate. Extra wells of cells treated with or without ethanol were fixed with 4% paraformaldehyde for cell morphology assay. Ethanol-exposed cells did not show apparent morphological changes (Fig. S4).

miRNA transcriptomes of hESC-derived neurons (exposed or unexposed to ethanol) were profiled by small RNA-seq and the raw data obtained from small RNA-seq was processed by CAP-miRseq [29], as described above. The mean total number of reads per sample was 29,145,212, and the mean mapping rate (aligned reads/reads sent to Aligner) was 85.0%. 

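The authors' deposited table for the cells counts the reads assigned to mature miRNAs, which are part of the reads sequenced, and the values given for the hESC-derived cortical interneurons rest on these counts. They averaged 18280878 per library over the 4 libraries. At least 1 count was found for 1610 and 1588 mature miRNAs in the ethanol-exposed libraries and for 1409 and 1441 in the unexposed libraries. The exposed libraries were deeper (22223060 and 24858230 counts, against 13941795 and 12100425). Detection at 1 count rises with depth, so these numbers do not show more miRNAs expressed after exposure.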

The quality of the miRNA-seq data was visualized using box plots (Fig. S5a). The miRNA-seq data has been deposited in the NCBI GEO database (accession number: GSE181050).

mRNA-seq was applied to profile the mRNA transcriptome of hESC-derived cortical interneurons since high-quality total RNA samples (RINs > 7) were extracted from cultured cells. The Illumina® TruSeq® Stranded mRNA Library Prep Kit (Illumina, San Diego, CA, USA) was used to construct mRNA-seq libraries. Pooled cDNA libraries (up to 8) were sequenced (2 × 100 bp) on the HiSeq 2000 system (Illumina, San Diego, CA, USA). The mRNA-seq raw data was processed by Pipeliner [30], as described above. The mean total number of reads per sample was 25,524,900 and the mean mapping rate (aligned reads/reads sent to Aligner) was 75.1%. The quality of the mRNA-seq data was visualized using box plots (Fig. S5b). The mRNA-seq data has been deposited in the NCBI GEO database (accession number: GSE181049).

### Statistical analyses

Differential expression analysis was performed to identify differentially expressed miRNAs and mRNAs in each brain region of AUD subjects (given that gene expression is tissue-specific) and ethanol-exposed hESC-derived cortical interneurons. For RNA-seq data from Set 1 brain tissue samples, the voom method [34], which is a function of the limma package [35], was used to estimate the mean-variance relationship of the log-counts and generate a precision weight for each gene. The RNA-seq read counts information from the voom analysis was then entered into the empirical Bayes analysis pipeline. The lmfit function in the limma package [35] was then used to fit a linear regression model using the weighted least square for each gene, and comparisons between case and control groups in log_2_ fold-changes (log_2_FC) were obtained as contrasts of the fitted linear model, with a number of confounding factors being considered as covariates. We did principal component analysis (PCA) to extract the first three PCs for both technical (batch, RIN, and PMI) and biological (sex, age, brain weight, brain pH, left-right brain, smoking, and liver disease) confounding variables, and the obtained PC1, PC2, and PC3 were used as covariates in the model matrix design for differential expression analysis, as described in a recent article [36]. For microarray expression data from Set 2 brain tissue samples, the differential expression analysis was performed in the same way using the lmfit function in the limma package [35].

### Bioinformatics analysis

The function of differentially expressed miRNAs was annotated using DIANA TOOLS - mirPath v.3 [37]. The Gene Ontology (GO) analysis of molecular functions (MF), biological processes (BP), and cellular components (CC) overrepresented in differentially expressed mRNAs was conducted using DAVID v6.8 [38]. In addition, AUD-associated miRNA–mRNA pairs and their associated canonical pathways in each brain region were analyzed using the miRNA Target Filter function in Ingenuity Pathway Analysis (IPA, Ingenuity Systems, http://www.ingenuity.com). First, the differential expression analysis results [including fold changes (FC) and *P* values] of differentially expressed miRNAs (absolute FC ≥ 1.3 and *P* < 0.05) identified in each brain region were uploaded as the input miRNA dataset for the IPA miRNA Target Filter function, and miRNA–mRNA pairs were then revealed using predicted miRNA–mRNA interactions from TargetScan [39], TarBase [40], and miRecords [41] as well as microRNA-related findings from peer-reviewed literature. Second, the differential expression analysis results (including FC and *P* values) of differentially expressed mRNAs (absolute FC ≥ 1.3 and *P* < 0.05) identified in the same brain region were added, and the Expression Pairing function of the IPA miRNA Target Filter was applied to obtain miRNA–mRNA pairs in which their expression levels were negatively-correlated (i.e., upregulated miRNA–downregulated mRNA pairs or downregulated miRNA–upregulated mRNA pairs). Third, the obtained miRNA–mRNA pairs were used to construct miRNA–mRNA interaction networks. Finally, AUD-related canonical pathways were added to miRNA–mRNA networks to display miRNA–mRNA-pathway relationships.

## Results

### Differentially expressed miRNAs in multiple brain regions of AUD subjects and ethanol-exposed hESC-derived cortical interneurons

By small RNA-seq analysis of the 192 selected Set 1 samples (from 8 brain regions), we identified 19 differentially expressed mature miRNAs (absolute FC > 2.0 & *P* < 0.05) in one or more brain regions (4 in AMY, 5 in CN, 3 in CRB, 3 in HIP, 2 in NAc, 8 in PFC, 5 in PUT, and 2 in VTA) of AUD subjects (Fig. 1 and Table S2). Two miRNAs were upregulated (>2-fold increase & *P* < 0.05) in multiple brain regions (miR-10a-5p: HIP and NAc; miR-144-3p: CN and PFC) of AUD subjects, while three other miRNAs were downregulated (>2-fold decrease & *P* < 0.05) in multiple brain regions (miR-122-5p: AMY, CN, CRB, and VTA; miR-412-5p: AMY, CN, CRB, PUT, and VTA; and miR-6868-3p: AMY, CN, CRB, PFC, and PUT) of AUD subjects.

**Fig. 1:**
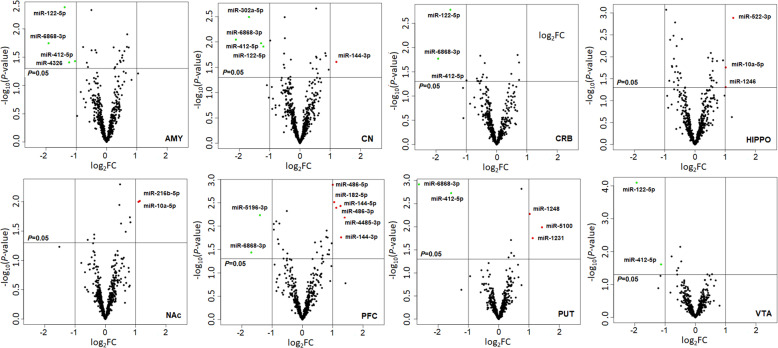
Volcano plots displaying differentially expressed miRNAs in eight regions of postmortem brains of subjects with alcohol use disorder (AUD) (the Set 1 sample). The vertical axis (*y*-axis) corresponds to the negative log_10_ of the *P*-value, and the horizontal axis (x-axis) displays the log_2_ of fold changes (FC). The red dots represent upregulated miRNAs (log_2_FC > 1.0 & *P* < 0.05) and the green dots represent downregulated miRNAs (log_2_FC < −1.0 & *P* < 0.05). The horizontal line shows the *P*-value cutoff (*P* = 0.05) with points above the line having the *P*-value <0.05 and points below the line having the *P*-value >0.05. The two vertical lines indicate 2-fold changes. AMY amygdala, CN caudate nucleus, CRB cerebellum, HIPPO hippocampus, NAc nucleus accumbens, PFC prefrontal cortex, PUT putamen, VTA ventral tegmental area.

By Affymetrix miRNA 4.0 microarray analysis of the 96 selected Set 2 samples (from 6 brain regions), we identified 52 differentially expressed (absolute FC > 2.0 & *P* < 0.05) miRNAs in one or more brain regions (1 in AMY, 1 in CN, 3 in CRB, 4 in HIP, 44 in PFC, and 4 in PUT) of AUD subjects (Fig. S6 and Table S3). Same as above, miR-412-5p was downregulated (>2-fold decrease & *P* < 0.05) in five of the six brain regions (AMY, CN, CRB, HIP, and PUT) of AUD subjects.

We also examined ethanol-induced miRNA transcriptomic changes in hESC-derived cortical interneurons (as a cellular model) by small RNA-seq. 

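Cortical interneurons are inhibitory nerve cells, here differentiated in culture from human embryonic stem cells. Small RNA libraries were made from 2 cultures exposed to around 50 to 100 mM ethanol for 7 days and from 2 cultures kept without ethanol, and the paper describes 24 h of culture without ethanol before the cells were collected. The authors processed the reads with CAP-miRseq, a pipeline that trims small RNA reads, aligns them and counts those on each mature miRNA, and deposited the raw read counts of 2656 human mature miRNAs without normalization. The counts summed to 22223060 in replicate 1 and 24858230 in replicate 2 of the exposed cells, and to 13941795 and 12100425 in the unexposed cells. Each exposed library was therefore deeper than each unexposed library, and depth and exposure coincide in this design. The genome build and the miRNA annotation release are not given in the paper's text, and the authors' handling of reads that match several miRNAs is not described for these cells.

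From these counts, miRNAs were kept by edgeR's filterByExpr, which with these libraries left 863 miRNAs, and libraries were scaled by TMM, with factors of 1.13 and 0.979 for the exposed and 0.846 and 1.06 for the unexposed libraries. Exposed and unexposed cells were compared with edgeR's quasi-likelihood test without covariates and with Benjamini-Hochberg adjustment. The paper names voom and limma for its brain RNA-seq data, and limma-voom was run beside edgeR. The labels name the libraries as replicates, and before averaging they were compared to see whether one library had been deposited more than once. A chi-square statistic over the 863 miRNAs was 795 per degree of freedom between the exposed libraries and 712 between the unexposed libraries, far from the 1 of a repeated library. At this depth and without molecular identifiers, any pair of cultures would exceed counting noise. The log2 CPM of the replicates differed with an SD across miRNAs of 0.37 in the exposed and 0.57 in the unexposed cells. The replicate numbers did not pair the samples: the difference between replicates 1 and 2 in the exposed cells and that in the unexposed cells had a correlation of -0.214 across the 863 miRNAs, which are not independent replicates.

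Counting error limits the values of rare miRNAs. A share of 3 counts, taken as the smallest that could be told from 0, was 0.135 and 0.121 CPM in the exposed and 0.215 and 0.248 CPM in the unexposed libraries. For abundant miRNAs counting error was small next to the spread between cultures. miR-7-5p took 8.99% of the counts in exposed replicate 1 (95% Wilson interval 8.98 to 9.00%) and 13.2% in exposed replicate 2 (13.2 to 13.3%), against 15.8% (15.8 to 15.8%) and 15.5% (15.5 to 15.6%) in the unexposed libraries. These intervals and floors cover counting error only, since the reads carry no molecular identifiers. The 3 most abundant miRNAs, miR-9-5p, miR-7-5p and miR-26a-5p, took between 32.1% and 42.4% of the counts of a library. With 2 cultures per group, an exact permutation test of a single miRNA cannot give a two-sided p under 0.333, so the P values given for the cells rest on the spread that edgeR, limma or DESeq2 shares across miRNAs.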

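Of the 863 miRNAs tested in the ethanol-exposed and unexposed interneurons, 20 were past a fold change of 2 and an unadjusted P of 0.05 in edgeR's quasi-likelihood test. In the exposed cells 11 of these were higher and 9 were lower. None was past an adjusted p of 0.05 (0 miRNAs, against 39 with an unadjusted P under 0.05), and the lowest adjusted p was 0.922. In 100 tables simulated with the depths and spread of these libraries and with no change, between 5 and 26 miRNAs were past both thresholds, with a median of 16. The mean over the 4 libraries was under 2 CPM for 12 of the 20 miRNAs. In 19 of the 20 the values of the exposed and unexposed libraries did not overlap. Over all tested miRNAs this held for 288, or 33.4%, and chance gives 33.3% for 2 libraries against 2.

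With each library left out in turn, 3 of the 20 (miR-4433b-5p, miR-4501 and miR-6857-3p) stayed past a fold change of 2 in all 4 fits, and in at least 1 unexposed library each of these had 3 counts or fewer. The number rose most with no filter on low counts, to 49 of 1825 miRNAs tested. Among the alternatives set beforehand it was lowest, at 8, with limma-voom and CPM above 1 in at least 2 libraries. With limma-voom and CPM above 1 in every library, a setting chosen after the data were seen, it was 5. With limma-voom in place of edgeR the number was 15, all of them among the 20. With the replicate number as a block it was 16, and with the crossed replicate block, chosen after the data were seen because same-numbered libraries deviated in opposite directions, it was 21.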

A 7-day ethanol exposure led to differential expression of six miRNAs (absolute FC > 2.0 & *P* < 0.05) in hESC-derived cortical interneurons. 

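MIR151A, the precursor gene of miR-151a-5p, lies on chromosome 8 of GRCh38 from 140732564 to 140732653 in an intron of PTK2 (GENCODE 29). The TMM-normalized level of miR-151a-5p was 617 ± 158 CPM (SD, n = 2) in exposed and 264 ± 174 CPM (SD, n = 2) in unexposed cells, a log2 fold change of 1.22 (standard error 0.44). MIR151B lies on chromosome 14 from 100109419 to 100109514, opposite to EVL and within one of its introns. miR-151b was at 84.1 ± 32.8 CPM (SD, n = 2) and 32.3 ± 24.0 CPM (SD, n = 2), a log2 fold change of 1.38 (standard error 0.52). The precursors share 27 bases, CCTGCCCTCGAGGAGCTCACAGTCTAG, so reads counted for miR-151b and miR-151a-5p may come from either gene, and miR-151b counts were between 10.9% and 14.7% of the miR-151a-5p counts in each library. The unexposed cultures lay far apart for both. Without unexposed replicate 1 the log2 fold changes were 0.67 for miR-151a-5p and 0.77 for miR-151b, and without unexposed replicate 2 they were 2.12 and 2.44. The other arm of the MIR151A precursor, miR-151a-3p, had a log2 fold change of 0.027 (standard error 0.29), and its sign changed with the scaling.

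miR-3135a, from an intron of KAT2B on chromosome 3 (20137565 to 20137641), had 44 counts in each exposed library and 8 and 12 counts in the unexposed libraries. That is a share of 1.98 CPM (95% Wilson interval 1.48 to 2.66) and 1.77 CPM (1.32 to 2.38) in the exposed libraries before TMM scaling, against 0.574 CPM (0.291 to 1.13) and 0.992 CPM (0.567 to 1.73). After scaling the log2 fold change was 1.13 (standard error 0.37). Among the lower miRNAs, miR-3609, from an intron of TRRAP on chromosome 7 (98881650 to 98881729), was at 0.847 ± 0.0359 CPM (SD, n = 2) in exposed and 1.97 ± 0.694 CPM (SD, n = 2) in unexposed cells, a log2 fold change of -1.20 (standard error 0.38), on 19 to 29 counts per library. miR-548bc, for which no locus was found in GENCODE 29, had 27 to 33 counts per library and a log2 fold change of -1.01 (standard error 0.34), or -0.85 without TMM factors. MIR493 lies on chromosome 14 from 100869060 to 100869148 in an intron of a long noncoding RNA gene. miR-493-5p was at 2.64 ± 1.09 CPM (SD, n = 2) in exposed and 6.92 ± 3.19 CPM (SD, n = 2) in unexposed cells, a log2 fold change of -1.39 (standard error 0.44). The other arm, miR-493-3p, changed by -0.45 (standard error 0.40).

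In edgeR's quasi-likelihood test the unadjusted P was 0.0138 for miR-493-5p, 0.0144 for miR-3609, 0.0161 for miR-3135a, 0.0184 for miR-548bc, 0.0246 for miR-151a-5p and 0.0304 for miR-151b, while a two-sided exact permutation test gave 0.333 for each, the smallest p that 2 cultures against 2 allow. For miR-151a-3p and miR-493-3p edgeR's P was 0.929 and 0.290 (exact permutation 1 and 0.333). DESeq2 gave unadjusted P values of 0.0835 for miR-3135a and 0.0535 for miR-548bc, and edgeR without TMM factors 0.0624 for miR-548bc. With the replicate number as a block, edgeR's P values of the 6 miRNAs were between 0.00721 and 0.0431, and with the crossed replicate block, chosen after the data were seen because of the correlation of -0.214 between same-numbered libraries, between 0.000779 and 0.0155. The paired log2 differences of miR-151b were 2.77 and 0.30 by replicate number and 1.11 and 1.95 when crossed, and those of miR-493-5p -1.13 and -1.31 by number and -2.03 and -0.40 when crossed. Adjusted over these 6 alone, edgeR's p values were between 0.0276 and 0.0304, but the list was drawn from the same libraries. Over all 863 miRNAs the adjusted p of each was 0.922 in edgeR. With no filter on low counts edgeR's adjusted p was 0.00732 for miR-151b and miR-151a-5p and 0.0389 for miR-493-5p. The log2 fold change of miR-151b was almost the same there (1.39), while its unadjusted P from edgeR fell from 0.0304 to 1.01e-05. That fit gave its lowest adjusted p, 1.39e-15 in edgeR, to miR-10a-5p, whose exposed and unexposed libraries overlapped. Low adjusted p values from the unfiltered fit are therefore weak evidence. Under the alternatives tried the adjusted p of miR-151b, miR-151a-5p and miR-493-5p ranged up to 0.992. For miR-151b and miR-151a-5p it was 0.0574 in limma-voom with the crossed replicate block.

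**Figure D1:**
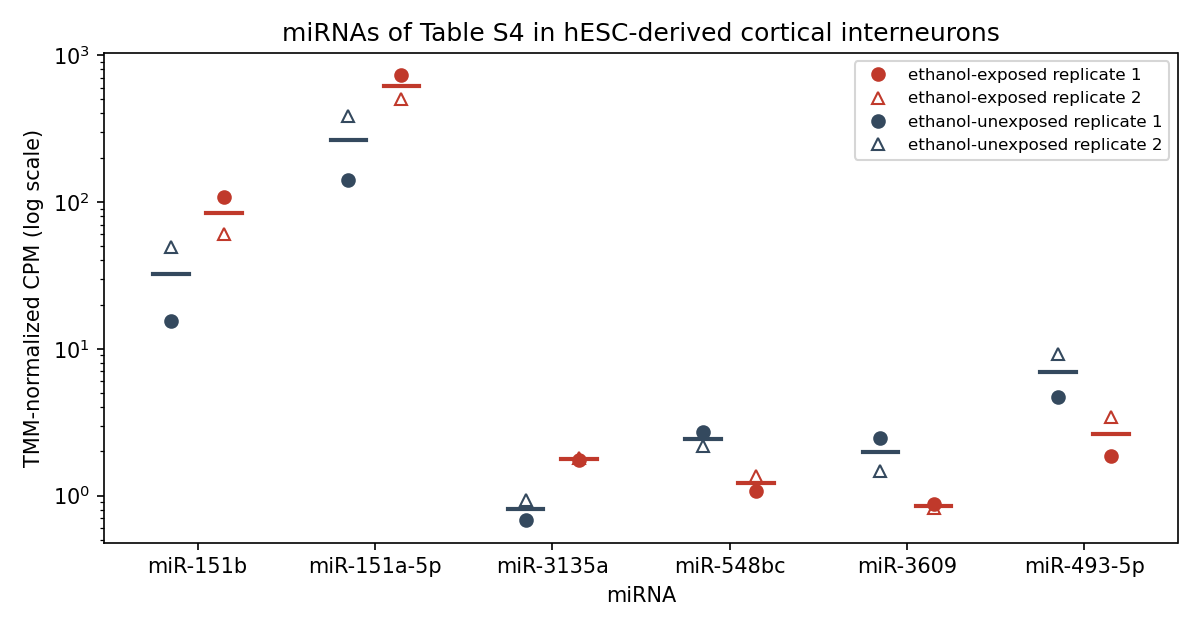
TMM-normalized CPM (log scale) of the 6 miRNAs of Table S4 in each library. Filled circles are replicate 1, open triangles replicate 2, and short lines the mean of the 2 cultures. The groups do not overlap for any of the 6, and the unexposed cultures lie far apart for miR-151b, at 15.3 and 49.4 CPM.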

Three miRNAs (miR-151b, miR-151a-5p, and miR-3135a) were upregulated (>2-fold increase & *P* < 0.05), while three other miRNAs (miR-548bc, miR-3609, and miR-493-5p) were downregulated (>2-fold decrease & *P* < 0.05) due to ethanol exposure (Fig. S7 and Table S4). 

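MIR412, the precursor gene of miR-412-5p, lies on chromosome 14 of GRCh38 from 101065447 to 101065537 in an intron of the long noncoding RNA gene MEG9 (GENCODE 29). The libraries held 169 and 209 counts of miR-412-5p in the exposed and 93 and 153 counts in the unexposed cells. Scaled by TMM, its level was 7.64 ± 1.33 CPM (SD, n = 2) in exposed and 9.89 ± 2.83 CPM (SD, n = 2) in unexposed cells. The log2 fold change was -0.37 (standard error 0.32), a 1.29-fold decrease, with an unadjusted P of 0.284 in edgeR's quasi-likelihood test, an adjusted p of 0.925 and an exact permutation p of 0.667. The cultures overlapped, since exposed replicate 2 (8.59 CPM) was above unexposed replicate 1 (7.88 CPM). The log2 fold change was negative under every scaling, filter and test tried, from -0.48 with upper quartile scaling to -0.20 with limma-voom and library size only, and P was never under 0.05 in edgeR, limma or DESeq2. With 1 library left out in turn it ranged from -0.64 to -0.051. With the replicate number as a block it was -0.35, with an unadjusted P of 0.355 in edgeR, and with the crossed replicate block -0.36, with a P of 0.288 (same-numbered libraries had a correlation of -0.214 across miRNAs). The paired log2 differences were -0.22 and -0.45 by replicate number and -0.78 and 0.12 when crossed.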

The expression of miR-412-5p, which was downregulated in multiple brain regions of AUD subjects, was on a decreasing trend (1.3-fold decrease & *P* = 0.263) in ethanol-exposed hESC-derived cortical interneurons.

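Among the miRNAs with an unadjusted P under 0.05 in edgeR, 22 were higher and 17 lower in the ethanol-exposed than in the unexposed interneurons. In bins of 0.05 from 0 to 1 there were between 27 and 61 P values per bin, and 5% of the miRNAs tested is 43.2. In the 100 simulated tables with no change, between 26 and 59 miRNAs had a P under 0.05, with a median of 41. The number was 31 with limma-voom and 28 with DESeq2. With no filter on low counts 1825 miRNAs were tested, of which 5% is 91.25, and the number was 94. With the replicate number as a block it was 25, and with the crossed replicate block, given the correlation of -0.214 between same-numbered libraries, it was 59. The brain libraries and arrays that the Venn diagrams also draw on were not analysed here.

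**Figure D2:**
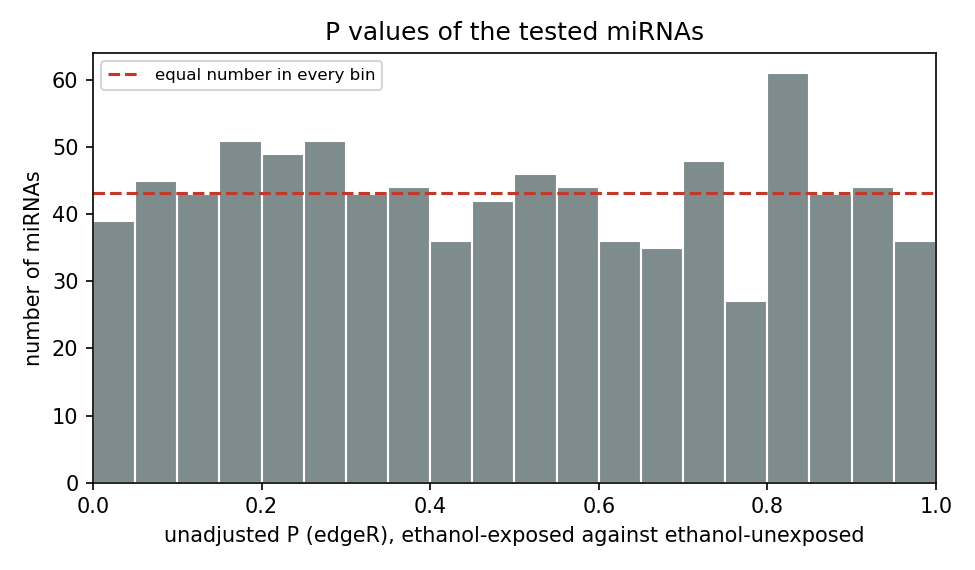
Histogram of the unadjusted P values of the tested miRNAs (horizontal axis, bins of 0.05) and the number of miRNAs in each bin (vertical axis). The dashed line marks 43.2 miRNAs, the height of every bin if the P values were spread evenly, and the lowest bin holds 39.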

Venn diagrams were made to display the number of differentially expressed miRNAs (*P* < 0.05) shared between eight brain regions of AUD subjects (Set 1 and Set 2) and ethanol-exposed hESC-derived cortical interneurons (Fig. S8). 

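Of the 8 miRNAs compared between brain and cells in Fig. S8, 5 were higher and 3 lower in the ethanol-exposed interneurons. The highest expressed besides miR-151a-5p was miR-486-5p, at 458 ± 11.8 CPM (SD, n = 2) in exposed and 297 ± 8.78 CPM (SD, n = 2) in unexposed cells, a log2 fold change of 0.62 (standard error 0.20). miR-139-3p, from an intron of PDE2A on chromosome 11 (72615063 to 72615130, GRCh38), was at 191 ± 0.387 CPM (SD, n = 2) and 118 ± 7.51 CPM (SD, n = 2), a log2 fold change of 0.70 (standard error 0.22). miR-486-3p had a log2 fold change of 0.92 (standard error 0.33). MIR486-1 and MIR486-2 overlap on opposite strands of chromosome 8 in an intron of ANK1, so the counts of both arms may come from either gene. miR-548p, from an intron of ST8SIA4 on chromosome 5 (100816482 to 100816565), had a log2 fold change of -0.75 (standard error 0.30). miR-98-3p was higher by 0.73 (standard error 0.32), and miR-548ah-3p and miR-508-5p changed by -0.69 each (standard errors 0.31 and 0.33).

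In edgeR's quasi-likelihood test the unadjusted P was 0.0121 for miR-139-3p, 0.0163 for miR-486-5p, 0.0233 for miR-486-3p and 0.0371 for miR-548p, and it was 0.0504 for miR-98-3p, 0.0549 for miR-548ah-3p and 0.0694 for miR-508-5p. The groups did not overlap for any of the 8, where a two-sided exact permutation test gives 0.333, and this is so for 33.3% of miRNAs by chance. With miR-151a-5p counted, 5 of the 8 had an unadjusted P under 0.05 in edgeR, 4 with the replicate number as a block and 8 with the crossed replicate block, which was chosen after the data were seen for the correlation of -0.214 between same-numbered libraries. The paired differences of each of the 8 had 1 sign under both pairings, which follows from the groups not overlapping and adds nothing to it. For miR-98-3p they were 0.76 and 0.50 by replicate number and 0.83 and 0.43 when crossed. Adjusted over the 8 alone, 4 had an adjusted p under 0.05 in edgeR (the lowest 0.0492), but the list was drawn from the same libraries, and over all tested miRNAs 0 had. The brain values of these miRNAs were not analysed here.

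**Figure D3:**
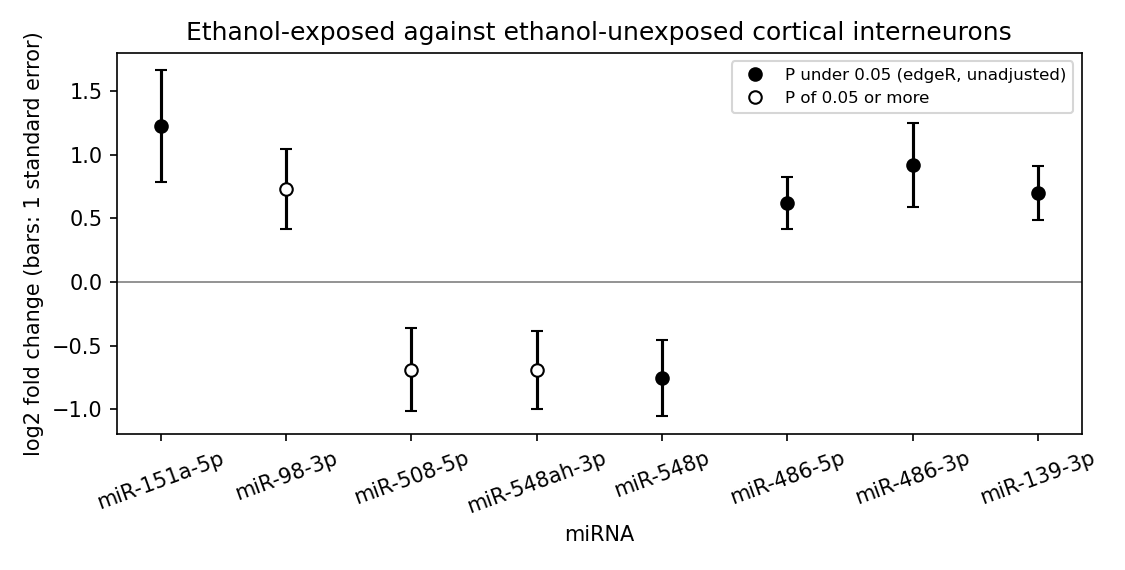
Log2 fold change (vertical axis) of the 8 miRNAs between ethanol-exposed and ethanol-unexposed interneurons from edgeR, with bars of 1 standard error. Filled points have an unadjusted P under 0.05. 5 points lie above 0 and 3 below it, and miR-98-3p, miR-508-5p and miR-548ah-3p are open.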

The in vitro cellular model study confirmed several AUD-associated brain miRNAs, including miR-98-3p (in AMY and HIP), miR-508-5p (in AMY), miR-548ah-3p (in CRB), miR-548p (in CRB), miR-486-5p (in PFC), miR-486-3p (in PFC), miR-139-3p (in PFC), and miR-151a-5p (in PFC).

### Differentially expressed mRNAs in multiple brain regions of AUD subjects and ethanol-exposed hESC-derived cortical interneurons

By rRNA depletion RNA-seq analysis of the 192 selected Set 1 samples (from 8 brain regions), we identified 97 differentially expressed (absolute FC > 2.0 & *P* < 0.001) coding genes (or mRNAs) in one or more brain regions (5 in AMY, 4 in CN, 21 in CRB, 11 in HIP, 4 in NAc, 46 in PFC, 11 in PUT, and 6 in VTA) of AUD subjects (Fig. 2 and Table S5). Three coding genes were upregulated (>2-fold increase & *P* < 0.001) in multiple brain regions (*CHI3L1*: AMY, PUT, and VTA; *FSIP2*: CN, NAc, PFC, and PUT; and *MAFB*: CRB and VTA) of AUD subjects, while two other coding genes were downregulated (>2-fold decrease & *P* < 0.001) in multiple brain regions (*CYYR1*: CN, CRB, and HIP; *EDN3*: CN, HIP, NAc, and PUT) of AUD subjects.

**Fig. 2:**
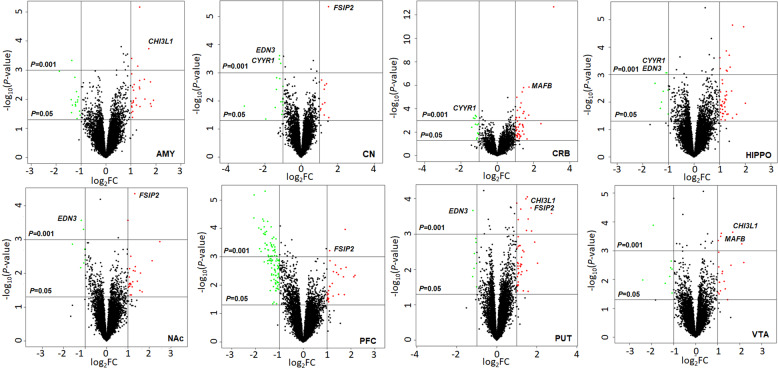
Volcano plots displaying differentially expressed mRNAs in eight regions of postmortem brains of subjects with alcohol use disorder (AUD) (the Set 1 sample). The vertical axis (*y*-axis) corresponds to the negative log_10_ of the *P*-value, and the horizontal axis (*x*-axis) displays the log_2_ of fold changes (FC). The red dots represent upregulated mRNAs (log_2_FC > 1.0 & *P* < 0.05) and the green dots represent downregulated mRNAs (log_2_FC < −1.0 & *P* < 0.05). The horizontal line shows the *P*-value cutoff (*P* = 0.05 or 0.01) with points above the line having the *P*-value <0.05 or 0.01 and points below the line having the *P*-value >0.05 or 0.01. The two vertical lines indicate 2-fold changes. AMY amygdala, CN caudate nucleus, CRB cerebellum, HIPPO hippocampus, NAc nucleus accumbens, PFC prefrontal cortex, PUT putamen, VTA ventral tegmental area.

By Affymetrix Clarion D Human microarray analysis of the 96 selected Set 2 samples (from 6 brain regions), we identified six differentially expressed (absolute FC > 2.0 & *P* < 0.001) coding genes (or mRNAs) in one or more brain regions (upregulated *OCLN* and downregulated *GLS2* in AMY; downregulated *SLC47A1*, *PROX1*, *MYO5B*, and *TNC* in HIP; and upregulated *OCLN* in PUT) of AUD subjects (Fig. S9 and Table S6). Decreased expression of *TNC* was also observed in multiple brain regions of Set 1 AUD subjects (AMY: 2.53-fold decrease & *P* = 0.016; CN: 1.48-fold decrease & *P* = 0.307; HIP: 1.38-fold decrease & *P* = 0.406; and PFC: 2.61-fold decrease & *P* = 0.016).

We also examined ethanol-induced mRNA transcriptome changes in hESC-derived cortical interneurons by mRNA-seq. A 7-day ethanol exposure did not cause coding gene expression changes at the above significance level (absolute FC > 2.0 & *P* < 0.001) (Fig. S10). When the significance level was set at FC > 2.0 & *P* < 0.01, 19 coding genes showed differential expression, and all of them were downregulated after a 7-day ethanol exposure (Table S7).

Venn diagrams were used to show the number of differentially expressed mRNAs (*P* < 0.05) shared between eight brain regions of AUD subjects (Set 1 and Set 2) and ethanol-exposed hESC-derived cortical interneurons (Fig. S11). The in vitro cellular model study confirmed a number of AUD-associated mRNAs, including 15 mRNAs in the AMY, 15 mRNAs in the CN, five mRNAs in the CRB, five mRNAs in the HIP, seven mRNAs in the NAc, eight mRNAs in the PFC, 10 mRNAs in the PUT, and four mRNAs in the VTA. Among them, 13 AUD-associated coding genes identified in multiple brain regions were found differentially expressed in ethanol-exposed hESC-derived cortical interneurons (Fig. S11).

### Functional annotations of miRNAs and mRNAs differentially expressed in the brains of AUD subjects

The function of the top 19 differentially expressed (absolute FC > 2.0 & *P* < 0.05) miRNAs (Table S2) identified in one or more of the eight brain regions of AUD subjects (Set 1) was annotated by DIANA-mirPath. The top 14 KEGG pathways (*P* < 0.0001), including *Morphine Addiction* (*P* = 3.1 × 10^−8^; 15 miRNAs), *Cocaine Addiction* (*P* = 1.5 × 10^−5^; 15 miRNAs), and *Amphetamine Addiction* (*P* = 1.0 × 10^−4^; 15 miRNAs), were associated with mRNAs potentially targeted by these 19 miRNAs (Fig. 3). The function of the top 97 differentially expressed (absolute FC > 2.0 & *P* < 0.001) mRNAs (Table S5) identified in one or more of the eight brain regions of AUD subjects (Set 1) was annotated by DAVID. The Gene Ontology (GO) enrichment analysis showed that several molecular functions (MF; such as *Phosphatidate Phosphatase Activity*), biological processes (BP; such as *Central Nervous System Myelination*), and cellular components (CC; such as *Integral Component of Membrane*) were enriched in these 97 differentially expressed mRNAs. GO terms (MF, BP, and CC) over-represented (*P* < 0.05) for this gene set are displayed in Fig. S12.

**Fig. 3:**
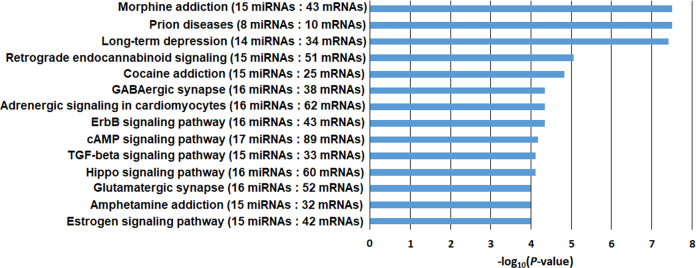
DIANA-mirPath KEGG pathway enrichment analysis of mRNAs potentially targeted by 19 differentially expressed miRNAs (absolute FC > 2.0 & *P* < 0.05) identified in one or multiple brain regions of subjects with alcohol use disorder (AUD) (the Set 1 sample). Numbers in parentheses: the number of differentially expressed miRNAs (absolute FC > 2.0 & *P* < 0.05) and the number of predicted target mRNAs involved in specific pathways. KEGG pathways with enrichment *P* values <10^−4^ (or –log_10_*P* > 4.0) are listed.

### AUD-associated brain miRNA–mRNA regulatory networks

Differentially expressed and negatively correlated miRNA–mRNA pairs were included in brain region-specific IPA network analysis. The differential expression analysis *P* value was set at <0.05 and the absolute FC was set at >1.3 for both miRNAs and mRNAs. AUD-associated miRNA–mRNA-pathway networks for each of the eight brain regions (the Set 1 sample) are shown in Figs. 4 and 5, respectively. Within the AMY, 13 miRNAs (6 upregulated and 7 downregulated) and 13 paired mRNAs (10 upregulated and 3 downregulated) could regulate four pathways (*CREB Signaling in Neurons*, *STAT3 Pathway*, *IL-8 Signaling*, and *Axonal Guidance Signaling*) (Fig. 4a). Within the CN, 10 miRNAs (6 upregulated and 4 downregulated) and eight paired mRNAs (3 upregulated and 5 downregulated) could regulate four pathways (*CREB Signaling in Neurons*, *Gap Junction Signaling*, *Axonal Guidance Signaling*, and *Neuroinflammatory Signaling*) (Fig. 4b). Within the CRB, seven miRNAs (2 upregulated and 5 downregulated) and nine paired mRNAs (8 upregulated and 1 downregulated) could regulate three pathways (*Synaptogenesis Signaling*, *CREB Signaling in Neurons*, and *Neuroinflammatory Signaling*) (Fig. 4c). Within the HIP, 21 miRNAs (13 upregulated and 8 downregulated) and 15 paired mRNAs (9 upregulated and 6 downregulated) could regulate four pathways (*G-Protein Coupled Receptor Signaling*, *CREB Signaling in Neurons, Synaptogenesis Signaling*, and *Axonal Guidance Signaling*) (Fig. 4d). Moreover, within the NAc, two upregulated miRNAs and two paired downregulated mRNAs could regulate one pathway (i.e., *CREB Signaling in Neurons*) (Fig. 5a). Within the PFC, 19 miRNAs (14 upregulated and 5 downregulated) and 22 paired mRNAs (5 upregulated and 17 downregulated) could regulate four pathways (*IL-8 Signaling*, *Axonal Guidance Signaling*, *CREB Signaling in Neurons,* and *G-Protein Coupled Receptor Signaling*) (Fig. 5b). Within the PUT, four miRNAs (3 upregulated and 1 downregulated) and four paired mRNAs (2 upregulated and 2 downregulated) could regulate two pathways (*Sirtuin Signaling* and *IL-8 Signaling*) (Fig. 5c). Within the VTA, nine miRNAs (2 upregulated and 7 downregulated) and 10 mRNAs (9 upregulated and 1 downregulated) could regulate five pathways (*Opioid Signaling*, *CREB signaling in Neurons*, *IL-8 Signaling*, *NRF2-mediated Oxidative Stress Response*, and *Gap Junction Signaling*) (Fig. 5d). Most of the above AUD-related pathways could also be regulated by differentially expressed (absolute FC > 1.3 & *P* < 0.05) and negatively correlated miRNA–mRNA pairs identified in six of the above eight brain regions of AUD subjects (the Set 2 sample) (Figs. S13 and S14).

**Fig. 4:**
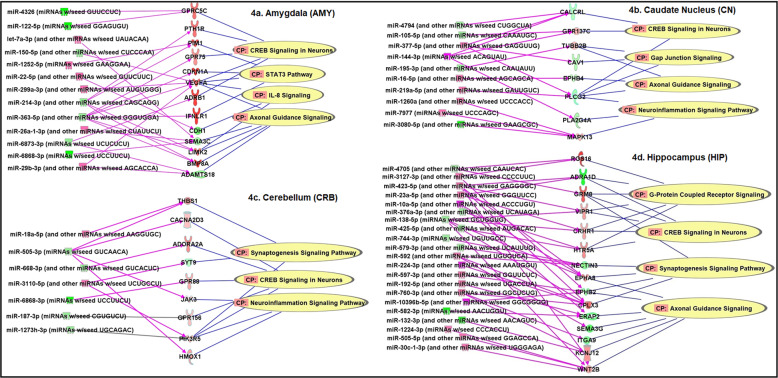
Alcohol use disorder (AUD)-associated miRNA–mRNA regulatory networks in the amygdala (AMY), the caudate nucleus (CN), the cerebellum (CRB), and the hippocampus (HIP) of AUD subjects (the Set 1 sample). CP: Canonical pathways potentially regulated by differentially expressed [absolute fold-change (FC) > 1.3 & *P* < 0.05] and negatively correlated miRNA–mRNA pairs identified in each brain region were defined using the Ingenuity Pathway Analysis (IPA) miRNA Target Filter function. miRNAs and mRNAs in red symbols: upregulated in AUD patients; miRNAs and mRNAs in green symbols: downregulated in AUD patients.

**Fig. 5:**
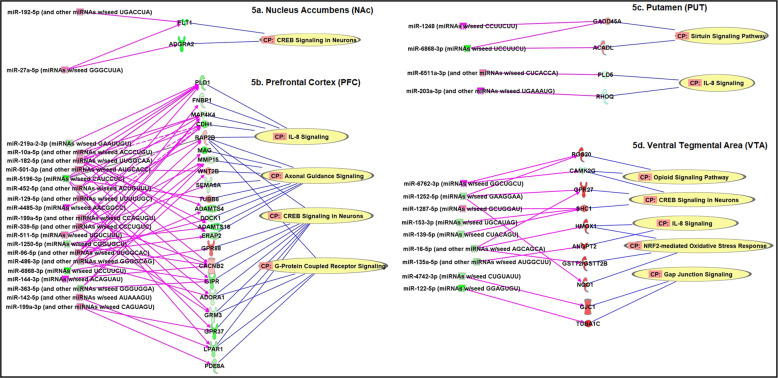
Alcohol use disorder (AUD)-associated miRNA–mRNA regulatory networks in the nucleus accumbens (NAc), the prefrontal cortex (PFC), the putamen (PUT), and the ventral tegmental area (VTA) of AUD subjects (the Set 1 sample). CP: Canonical pathways potentially regulated by differentially expressed [absolute fold-change (FC) > 1.3 & *P* < 0.05] and negatively correlated miRNA–mRNA pairs identified in each brain region were defined using the Ingenuity Pathway Analysis (IPA) miRNA Target Filter function. miRNAs and mRNAs in red symbols: upregulated in AUD patients; miRNAs and mRNAs in green symbols: downregulated in AUD patients.

The analysis of miRNA–mRNA regulatory networks using differentially expressed (absolute FC > 1.3 & *P* < 0.05) and negatively correlated miRNA–mRNA pairs identified in ethanol-exposed hESC-derived cortical interneurons indicated that four AUD-relevant pathways (*Sirtuin Signaling*, *Opioid Signaling*, *NRF2-mediated Oxidative Stress Response*, and *IL-1 Signaling*) could be regulated by nine miRNAs (3 upregulated and 6 downregulated) and six paired mRNAs (1 upregulated and 5 downregulated) (Fig. S15). 

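On the miRNA side of this network, each miRNA with an unadjusted P under 0.05 in edgeR had also changed by more than 1.3-fold, so that the thresholds of the network admit all of them. The mRNA libraries of the cells were not analysed here, and neither the negative correlations nor the pathways were recomputed. Names in Fig. S15 can stand for all miRNAs that share a seed, the short stretch near the 5' end that pairs with a target. Only the miRNA of the name itself was counted here, so one that fell short does not speak for its group. Of the 8 miRNAs that Fig. S15 shows under a human name, 5 were past both thresholds in the direction shown. Besides miR-151a-5p, miR-486-3p and miR-548p, these were miR-1290, at 66.2 ± 2.17 CPM (SD, n = 2) in exposed and 41.5 ± 0.836 CPM (SD, n = 2) in unexposed cells, a log2 fold change of 0.68 (standard error 0.23), and miR-19b-3p, at 8.85 ± 0.735 CPM (SD, n = 2) and 16.5 ± 6.12 CPM (SD, n = 2), a log2 fold change of -0.90 (standard error 0.33). miR-1291 had a log2 fold change of -0.65 (standard error 0.31), and miR-17-5p of -0.34 (standard error 0.29), which without unexposed replicate 1 was 0.030. The unadjusted P of these 4 was 0.0202, 0.0279, 0.0713 and 0.274 in edgeR's quasi-likelihood test, and their exact permutation p was 0.333, except for 0.667 for miR-17-5p. miR-141-3p, with 6 and 3 counts in the exposed and 0 and 1 count in the unexposed libraries, was too rare to be tested. With library size only in place of TMM, 3 of the 8 were past both thresholds, with upper quartile scaling 6, and with at least 10 counts in every library 4. With the replicate number as a block it was also 3, and 5 when the numbers were crossed (same-numbered libraries had a correlation of -0.214).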

In total, 17 canonical pathways potentially regulated by differentially expressed and negatively correlated miRNA–mRNA pairs were identified in eight brain region of AUD subjects and ethanol-exposed hESC-derived cortical interneurons (Table S8). The top three pathways potentially regulated by AUD-associated and negatively correlated miRNA–mRNA pairs in multiple brain regions included *CREB Signaling in Neurons*, *IL-8 Signaling*, and *Axonal Guidance Signaling*. In addition, three AUD-associated miRNA–mRNA regulatory pathways (*Opioid Signaling Pathway*, *NRF-mediated Oxidative Stress Response*, and *Sirtuin Signaling*) were confirmed by the in vitro cellular model study (Table S8).

## Discussion

In this study, we observed miRNA and mRNA transcriptomic changes in multiple reward-related or alcohol-responsive brain regions of AUD subjects. We also discovered that brain region-specific miRNA–mRNA interactions potentially contribute to biological pathways important for AUD risk. Through the in vitro cellular model study, we validated that alcohol exposure could alter miRNA and mRNA expression profiles and miRNA–mRNA regulatory networks. To our knowledge, this is the first study that investigated the relationship of AUD and brain miRNA–mRNA regulatory networks.

First, transcriptomic changes identified by RNA-seq or microarray in multiple brain regions of AUD subjects suggest that several cortical and subcortical regions (or components of the reward circuit) are essential for the rewarding effect of alcohol. We observed miRNA and mRNA transcriptomic changes in eight reward-related or alcohol-responsive brain regions of AUD subjects. The reason that we chose these eight brain regions for this study is that they participate in brain functions such as motivation, memory, and pleasure as well as balance and locomotion [42–44]. Certainly, we cannot exclude the possibility that other brain regions also mediate the rewarding effect of ethanol or be involved in AUD-related pathways.

Second, brain regions with a larger number of AUD-associated miRNAs and mRNAs may be more responsive to alcohol stimulation or play a more important role in alcohol-induced neuroadaptations. As shown in Fig. 1, the PFC had the largest number of AUD-associated miRNAs, and there were more upregulated than downregulated miRNAs in the PFC. Correspondingly, more mRNAs were significantly downregulated in the PFC of AUD subjects than in other brain regions of AUD subjects (Fig. 2). Given the role of the PFC in higher cognitive functions, alcohol-induced expression changes of miRNAs and their target mRNAs in the PFC may lead to cognitive deficits and compromised working memory. Moreover, differentially expressed miRNAs and mRNAs were also observed in seven other brain regions of AUD subjects, and some AUD-associated miRNAs and mRNAs were shared among multiple brain regions of AUD subjects (Figs. 1 and 2). These findings provided insight into the coordinated role of multiple brain regions in AUD development and also suggested coordinated expression changes of miRNAs and mRNAs in the brains of AUD subjects.

Third, the findings that AUD-associated brain miRNAs potentially target genes involved in addiction-linked pathways suggest that these miRNAs play a critical role in AUD development. Through miRNA target gene prediction and pathway enrichment analyses by DIANA-mirPath, we found that the majority of the 19 differentially expressed miRNAs (Table S2) identified in one or more of the eight brain regions could target coding genes (or mRNAs) that participate in neurobiological processes of drug reward or addiction (Fig. 3). Among the top 14 pathways, four were related to drug addiction (*Morphine Addition*, *Retrograde Endocannabinoid Signaling*, *Cocaine Addiction*, and *Amphetamine Addiction*) and two were related to synaptic functions (*GABAergic Synapse* and *Glutamatergic Synapse*). Although alcohol and drugs of abuse (e.g., morphine and cocaine) possess diverse neuropharmacological potentials, their reinforcing effects are mediated by common pathways (such as dopaminergic and glutamatergic pathways) *via* the activation of the mesocorticolimbic system that are mainly comprised of the AMY, the NAc, the PFC, and the VTA [45]. That is to say, the above pathways for drug addiction or synaptic function can also mediate the rewarding effect of alcohol or are essential for neuroadaptive processes triggered by alcohol. Accordingly, AUD-associated miRNAs identified in the above eight brain regions are expected to regulate the expression of genes that are important for alcohol-induced neuroadaptations.

In addition, the present study provided evidence that brain miRNA–mRNA regulatory networks consisting of dysregulated and negatively correlated miRNA–mRNA pairs contribute to the risk of AUD. We identified at least 17 canonical pathways that were likely influenced by dysregulated and negatively correlated miRNA–mRNA pairs in the brains of AUD subjects (Table S8). The top three pathways potentially regulated by dysregulated and negatively correlated miRNA–mRNA pairs in multiple brain regions of AUD subjects included *CREB Signaling in Neurons*, *IL-8 Signaling*, and *Axonal Guidance Signaling*. The *CREB Signaling* was found to be a central amygdaloid signaling pathway involved in high anxiety-like and excessive alcohol drinking behaviors [46]. We found that the *CREB Signaling* pathway could be regulated by dysregulated and negatively correlated miRNA–miRNA pairs in seven of the eight brain regions (except PUT) of AUD subjects (Figs. 4 and 5). Regarding the relationship of the *IL-8 Signaling* pathway and AUD, there is emerging evidence that alcohol use can stimulate immune cells to secrete peripheral pro- and anti-inflammatory cytokines (such as IL-8) [47, 48], thus supporting the role of the immune system in the pathophysiology of AUD. We observed that the *IL-8 Signaling* pathway could be regulated by dysregulated and negatively correlated miRNA–miRNA pairs in four (AMY, PFC, PUT, and VTA) of the eight brain regions of AUD subjects (Figs. 4 and 5). The *Axon Guidance Signaling* pathway can regulate axon guidance, synaptogenesis, and cell migration. Studies have shown that ethanol disrupted axon outgrowth by influencing the *Axon Guidance Signaling* pathway [49]. We noticed that the *Axon Guidance Signaling* pathway could be regulated by dysregulated and negatively correlated miRNA–miRNA pairs in four (AMY, CN, HIP, and PFC) of the eight brain regions of AUD subjects (Figs. 4 and 5). These three top pathways were validated in the Set 2 brain tissue sample by the network analysis of dysregulated and negatively correlated miRNA–mRNA pairs in six of the eight brain regions of AUD subjects (Figs. S13 and S14). Although these three top pathways were not found to be regulated by differentially expressed and negatively correlated miRNA–mRNA pairs identified in ethanol-exposed hESC-derived cortical interneurons, four other pathways [*Sirtuin Signaling*, *Opioid Signaling*, *NRF2-mediated Oxidative Stress Response*, and *interleukin-1* (*IL-1*) *Signaling*] were uncovered (Table S15). Except the *IL-1 Signaling* pathway, three other pathways were also identified by the analysis of Set 1 and Set 2 samples. Similar to the *IL-8 Signaling* pathway, the *IL-1 Signaling* pathway can also regulate immune response or inflammation caused by alcohol [50]. Therefore, multiple addiction-linked pathways influenced by AUD-associated miRNA–mRNA regulatory networks could contribute to the occurrence of AUD.

Some limitations of this study should be noted. First, bulk RNA-seq cannot evaluate the functional relevance of miRNA–mRNA pairing at the cellular level. Since RNA samples for the transcriptome analysis were extracted from homogenized brain tissues, AUD-associated miRNA and mRNA expression changes may not occur in the same type of cells. To identify AUD-associated and cell type-specific miRNA–mRNA pairs, single-cell (or nucleus) RNA-seq can be applied to map miRNA and mRNA transcriptomes at the individual cell level. Second, the functional role of AUD-associated miRNA–mRNA networks in regulating neuronal function was not investigated. We only predicted by bioinformatics programs or based on published studies that a number of AUD-related pathways were regulated by AUD-associated and negatively correlated miRNA–mRNA pairs. Animal model studies can be conducted to determine the influence of miRNA–mRNA interactions on neuronal function and addiction-related behaviors. Third, the transcriptome analysis of postmortem brain tissues cannot determine whether the dysregulation of brain miRNAs and mRNAs was due to pre-existing vulnerability factors (such as genetic variants and/or environmental insults) or long-term alcohol consumption. We intended to verify AUD-associated brain miRNA and mRNA changes using ethanol-exposed hESC-derived cortical interneurons as models. However, not many AUD-associated brain miRNAs and mRNAs were validated by the in vitro cellular model study. This is likely due to cell-type differences between brain tissues (containing many different types of neurons and glial cells) and hESC-derived neural cultures (mainly cortical interneurons and a small number of glial cells). To confirm whether AUD-associated brain miRNA and mRNA expression changes were indeed due to alcohol use and occur in a certain type of brain neuronal or glial cells, we could use controlled animal model studies and single-cell (or nucleus) RNA-seq.

We also found that many differentially expressed miRNAs and mRNAs identified in Set 1 brain tissue samples by RNA-seq were not confirmed in Set 2 brain tissue samples by microarray. The technical explanation is that RNA-seq can quantify a wider range of gene expression levels when compared to microarray. Although only about 78% of differentially expressed genes identified by microarray overlapped with those identified by RNA-seq even in the same set of RNA samples [51], a high correlation between these two platforms was observed in highly expressed genes that had less degradation or were more tolerant of degradation due to a larger number of transcripts [52]. The biological explanation for the inconsistent findings from Set 1 and Set 2 samples is that (1) brain tissues from the same brain region for RNA-seq and microarray were from different cohorts and they might not be dissected from the exactly same location and thus the brain tissue cell types could be slightly different, and (2) Set 1 samples consisted of both males and females while Set 1 samples were all males. Therefore, the biological differences between these two sets of samples may contribute more to the inconsistent results regardless of which platform was used. Similarly, the difference in cell types and proportions of different types of cells between hESC-derived neural cells and postmortem brain tissues is the most likely course why the in vitro cellular model study could not well confirm the findings from postmortem brain tissue studies. Moreover, we did not report AUD-associated and sex-specific transcriptomic changes when analyzing Set 1 samples because the subsample size (by sex) was too small to obtain unbiased results. In addition, we did not analyze other types of AUD-associated noncoding RNAs, such as long noncoding RNAs (lncRNAs). In the follow-up study, we will further analyze AUD-associated miRNA–mRNA–lncRNA regulatory networks.

In conclusion, the concerted expression changes of brain miRNAs and their target mRNAs as well as the interaction of them may govern alcohol-induced neuroplasticity, thus contributing to the development of AUD. To understand the mechanisms of the transition of alcohol use to abuse or dependence, the brain region-specific and single-cell spatial-temporal expression of brain miRNAs and their target mRNAs need to be investigated.

## Supplementary information

Supplemental Material

# Supplementary material for: Exploration of alcohol use disorder-associated brain miRNA–mRNA regulatory networks
**Source:** Transl Psychiatry. 2021 Oct 2;11:504. doi: 10.1038/s41398-021-01635-w
**Supplement:** Supplementary file 1 — Supplemental Material

## Alcohol use disorder-associated brain miRNA-mRNA regulatory networks

### (Supplementary Materials)

- Fig. S1** Principal component analysis (PCA) of miRNA-seq (a) and rRNA depletion RNA-seq (b) data of the 192 selected Set 1 RNA samples.
- Fig. S2** Box plotting of the Affymetrix miRNA (a) and mRNA (b) transcriptome data of the 96 selected Set 2 RNA samples.
- Fig. S3** Morphology and immunostaining of cortical interneurons derived from H1 human embryonic stem cells (hESCs).
- Fig. S4.** Comparison of the morphology of hESC-derived cortical interneurons with or without ethanol exposure for 7 days.
- Fig. S5** Box plotting of miRNA (a) and mRNA (b) transcriptomes of hESC-derived cortical interneurons with or without ethanol exposure.
- Fig. S6** Volcano plots displaying differentially expressed miRNAs in six regions of postmortem brains of subjects with alcohol use disorder (AUD) (the Set 2 sample).
- Fig. S7** Volcano plot highlighting differentially expressed miRNAs in hESC-derived cortical interneurons exposed to ethanol for 7 days.
- Fig. S8** Venn diagrams showing the number of differentially expressed miRNAs ( $P < 0.05$ ) shared between eight brain regions of AUD subjects (Set 1 and Set 2) and ethanol-exposed hESC-derived cortical interneurons.
- Fig. S9** Volcano plots displaying differentially expressed mRNAs in six regions of postmortem brains of subjects with alcohol use disorder (AUD) (the Set 2 sample).
- Fig. S10** Volcano plot displaying differentially expressed mRNAs in hESC-derived cortical interneurons exposed to ethanol for 7 days.
- Fig. S11** Venn diagrams showing the number of differentially expressed mRNAs ( $P < 0.05$ ) shared between eight brain regions of AUD subjects (Set 1 and Set 2) and ethanol-exposed hESC-derived cortical interneurons.
- Fig. S12** Gene Ontology (GO) analysis of 97 differentially expressed mRNAs (absolute FC  $> 2.0$  &  $P < 0.001$ ) identified in one or more of the eight brain regions of AUD subjects (the Set 1 sample).
- Fig. S13** AUD-associated miRNA-mRNA regulatory networks in the amygdala (AMY), the caudate nucleus (CN), the cerebellum (CRB) of subjects with alcohol use disorder (AUD) (the Set 2 sample).
- Fig. S14** AUD-associated miRNA-mRNA regulatory networks in the hippocampus (HIPPO), the prefrontal cortex (PFC), and the putamen (PUT) of subjects with alcohol use disorder (AUD) (the Set 2 sample).
- Fig. S15** miRNA-mRNA regulatory networks in ethanol-exposed human embryonic stem cell (hESC)-derived cortical interneurons.

**Table S1** Demographic details of brain tissue samples.

**Table S2** Small RNA-seq analysis identified miRNAs with differential expression in eight brain regions of AUD subjects (Set 1).

**Table S3** Microarray analysis identified miRNAs with differential expression in six brain regions of AUD subjects (Set 2).

**Table S4** Small RNA-seq analysis identified miRNAs with differential expression in hESC-derived cortical interneurons with ethanol exposure.

**Table S5** rRNA depletion RNA-seq analysis identified mRNAs with differential expression in eight brain regions of AUD subjects (Set 1).

**Table S6** Microarray analysis identified mRNAs with differential expression in six brain regions of AUD subjects (Set 2).

**Table S7** mRNA-seq analysis identified mRNAs with differential expression in ethanol-exposed hESC-derived cortical interneurons.

**Table S8** Canonical pathways potentially regulated by differentially expressed and negatively correlated miRNA-mRNA pairs.

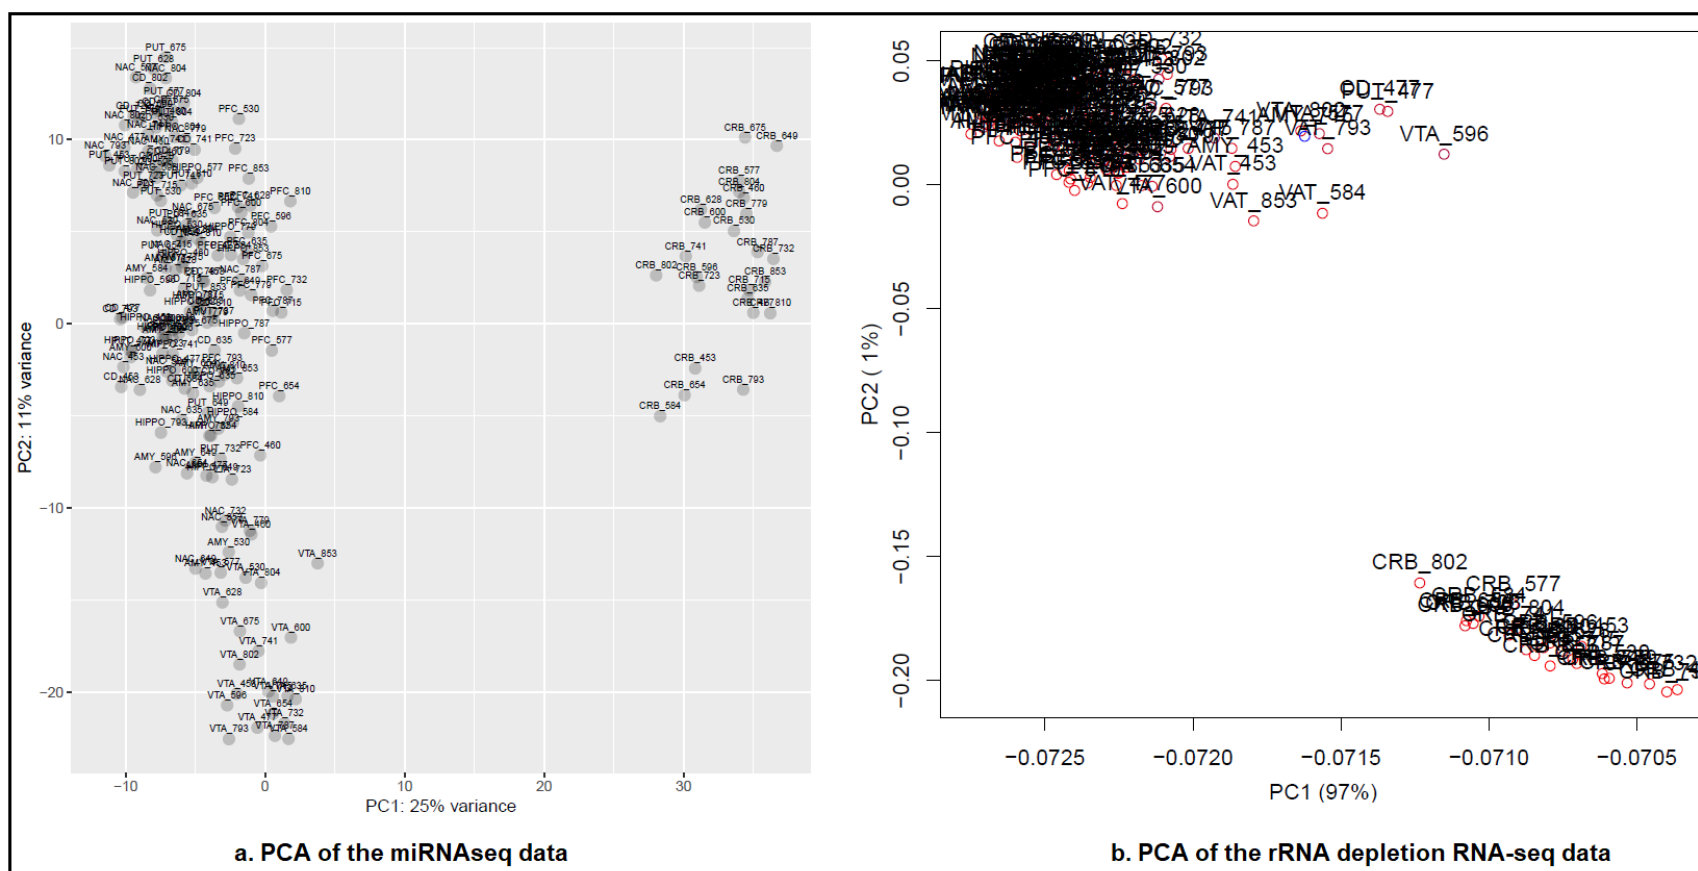

**Fig. S1** Principal component analysis (PCA) of miRNA-seq (a) and rRNA depletion RNA-seq (b) data of the 192 selected Set 1 RNA samples.

AMY: Amygdala; CN: Caudate Nucleus; CRB: Cerebellum; HIPPO: Hippocampus; NAc: Nucleus Accumbens; PFC: Prefrontal Cortex; PUT: Putamen; and VTA: Ventral Tegmental Area.

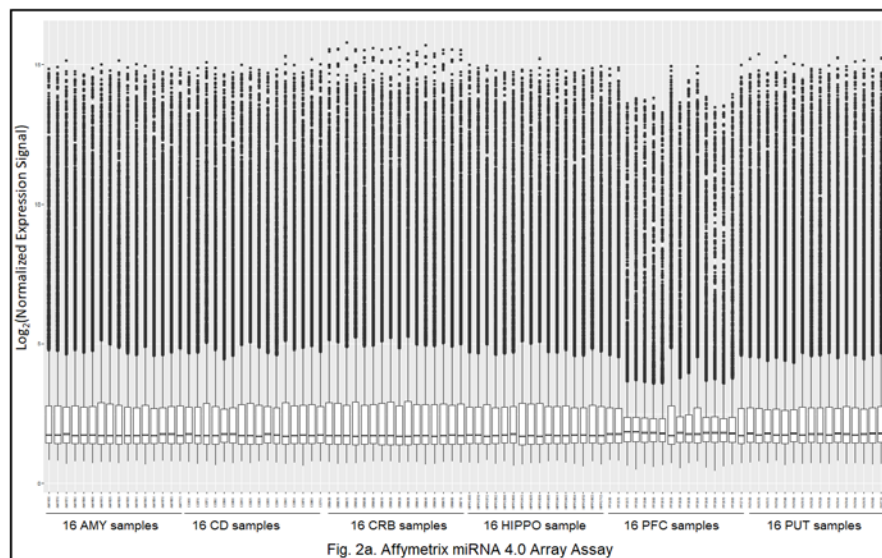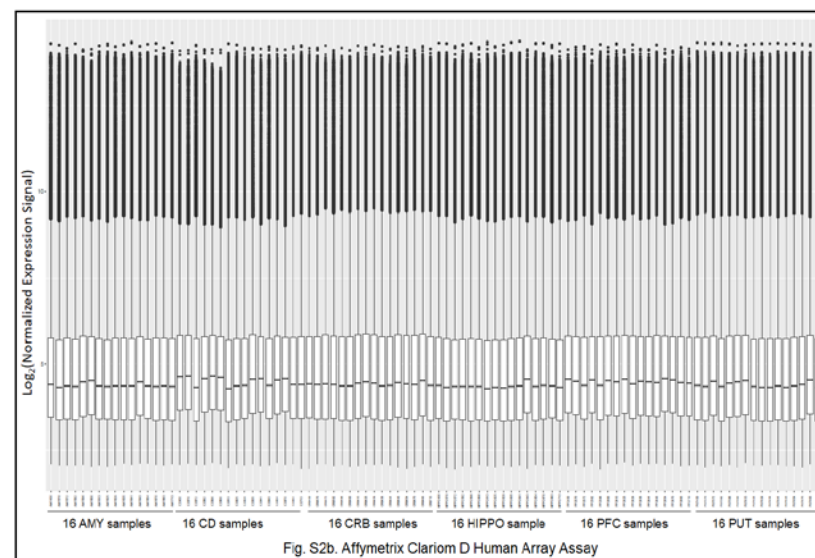

**Fig. S2** Box plotting of the Affymetrix miRNA (a) and mRNA (b) transcriptome data of the 96 selected Set 2 RNA samples.  
a: Box plotting of log<sub>2</sub> expression signals of miRNAs mapped by Affymetrix miRNA 4.0 Array assay.  
b: Box plotting of log<sub>2</sub> expression signals of mRNA transcripts mapped by Affymetrix Clariom D Human Array assay.

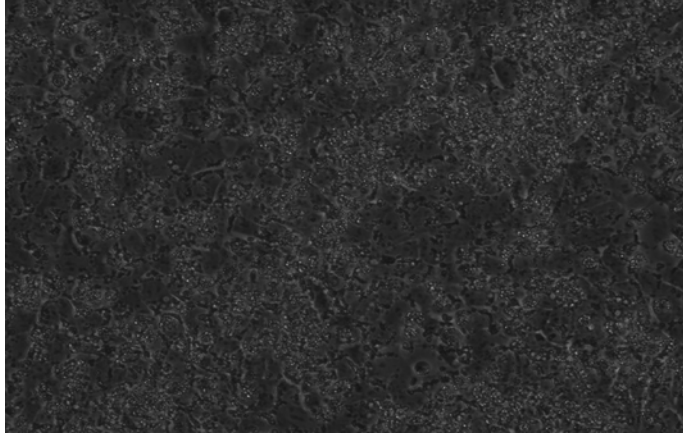

a. Day 11 - Start patterning

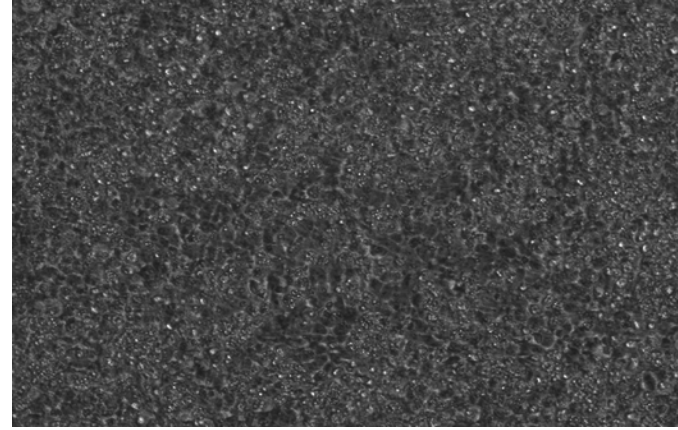

b. Day 19 - Start maturing

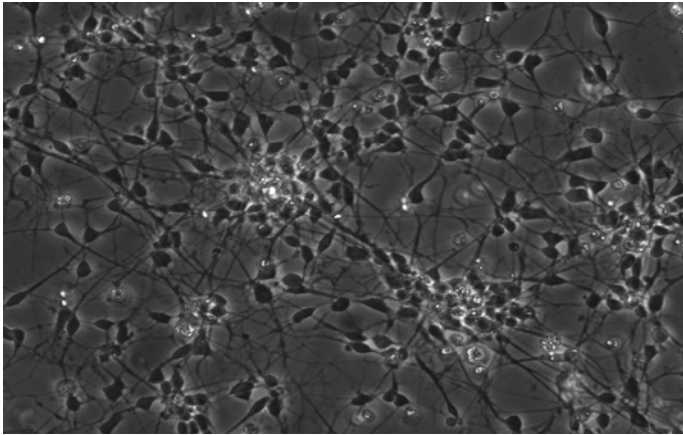

c. Day 33 - 2-week maturation

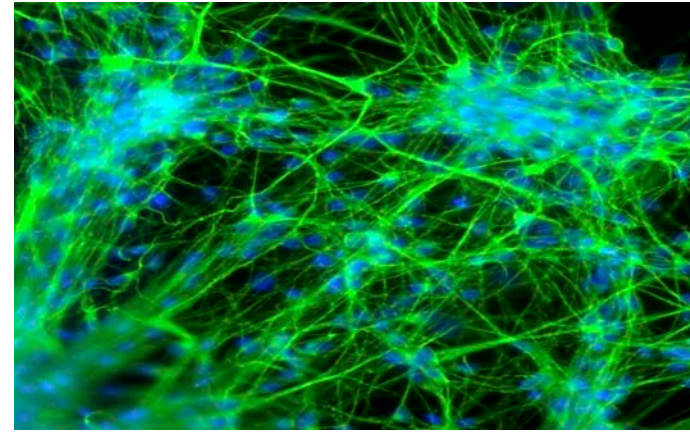

d. Day 62 - Immunostaining

**Fig. S3** Morphology and immunostaining of cortical interneurons derived from H1 human embryonic stem cells (hESCs).

a. Morphology of cells starting patterning at Day 11.

b. Morphology of cells starting maturing at Day 19.

c. Morphology of cells after a 2-week maturation at Day 33.

d. Cells at Day 62 were stained using green fluorescein-labelled antibodies reacting with beta III tubulin (a biomarker of GABAergic neurons), and they were then nuclear counterstained with DAPI (4',6-diamidino-2-phenylindole) in blue fluorescent color.

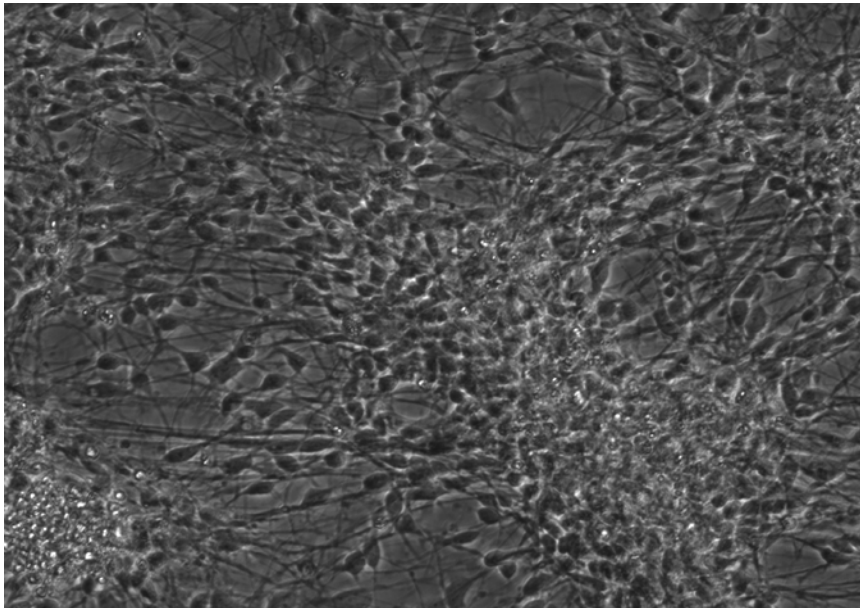

A 7-day culture - No ethanol

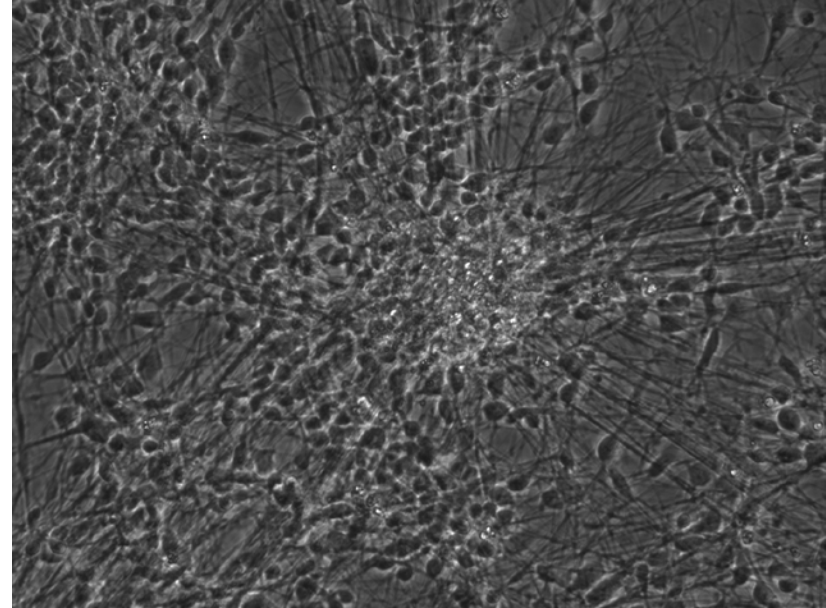

A 7-day culture - with ethanol

**Fig. S4.** Comparison of the morphology of hESC-derived cortical interneurons with or without ethanol exposure for 7 days.

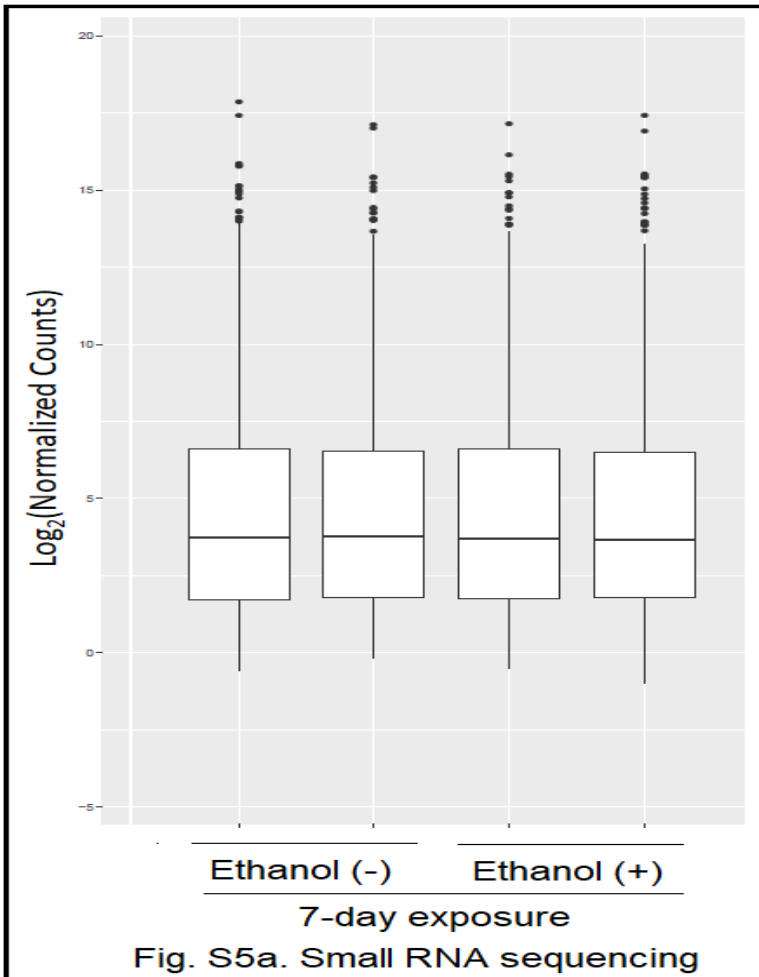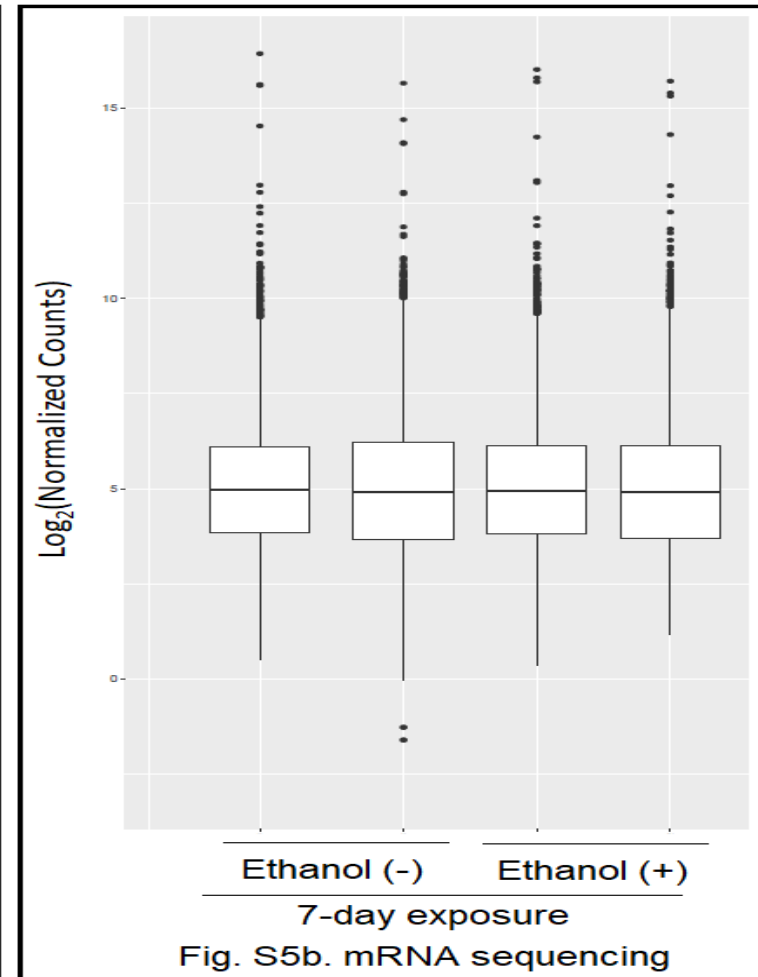

**Fig. S5** Box plotting of miRNA and mRNA transcriptomes of hESC-derived cortical interneurons with or without ethanol exposure.  
a: Box plotting of  $\log_2$  normalized counts of mature miRNAs mapped by small RNA sequencing.  
b: Box plotting of  $\log_2$  normalized counts of mRNA transcripts mapped by mRNA sequencing.

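A normalized level was computed for the cells from the deposited counts as log2 CPM after TMM scaling, with 0.5 added to each count. The normalization behind panel a is not specified for the cells, so this need not be the quantity plotted there. Over the 863 tested miRNAs the median was 2.60 and 2.57 in the ethanol-exposed libraries and 2.54 and 2.70 in the unexposed libraries. The lower quartile lay between 0.39 and 0.60 and the upper quartile between 5.65 and 5.81. Scaling of this kind brings the bulk of the distributions together, so these medians and quartiles show the evenness of the scaled libraries and not their depth.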

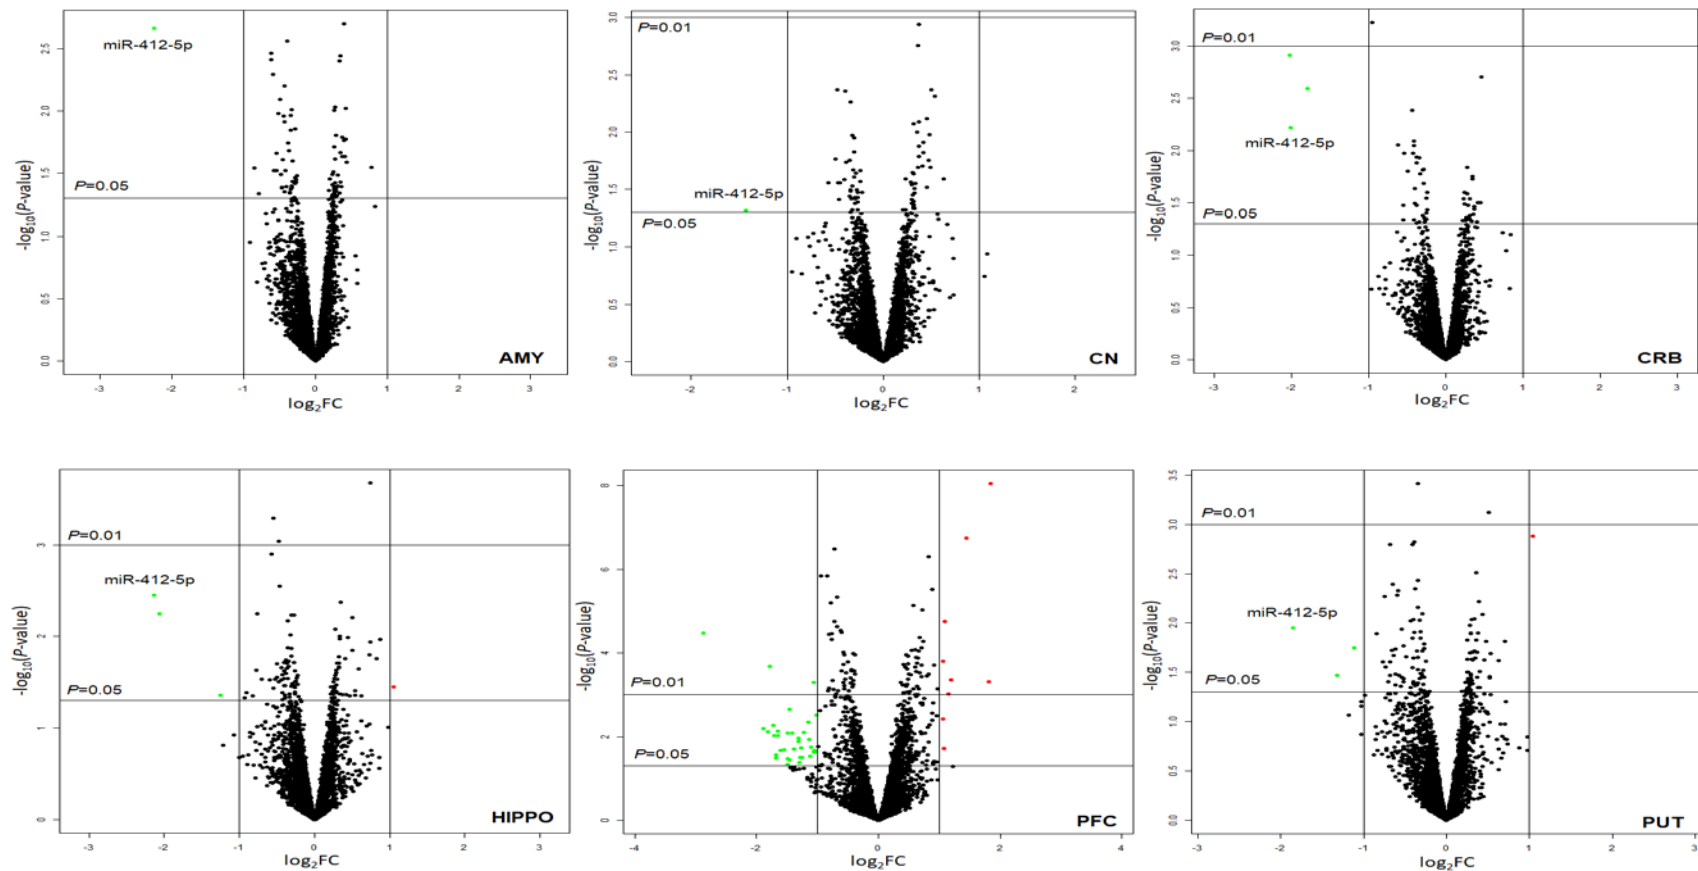

**Fig. S6** Volcano plots displaying differentially expressed miRNAs in six regions of postmortem brains of subjects with alcohol use disorder (AUD) (the Set 2 sample).

The vertical axis (y-axis) corresponds to the negative  $\log_{10}$  of the  $P$ -value, and the horizontal axis (x-axis) displays the  $\log_2$  of fold changes (FC). The red dots represent up-regulated miRNAs ( $\log_2FC > 1.0$  &  $P < 0.05$ ) and the green dots represent downregulated miRNAs ( $\log_2FC < -1.0$  &  $P < 0.05$ ). The horizontal line shows the  $P$ -value cutoff ( $P = 0.05$  or  $0.01$ ) with points above the line having the  $P$ -value  $< 0.05$  or  $0.01$  and points below the line having the  $P$ -value  $> 0.05$  or  $0.01$ . The two vertical lines indicate 2-fold changes. miR-412-5p was downregulated in five of the six brain regions. AMY: Amygdala; CN: Caudate Nucleus; CRB: Cerebellum; HIPPO: Hippocampus; PFC: Prefrontal Cortex; PUT: Putamen.

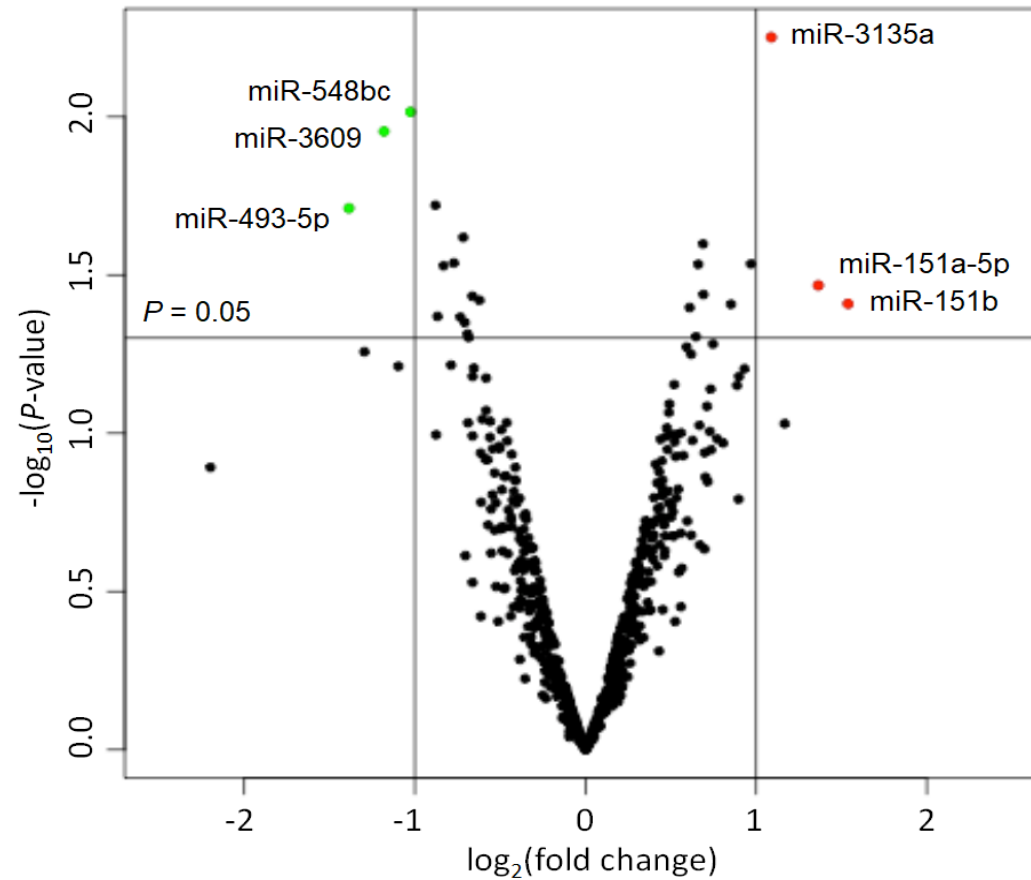

**Fig. S7** Volcano plot highlighting differentially expressed miRNAs in hESC-derived cortical interneurons exposed to ethanol for 7 days.

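Among the miRNAs past both thresholds in edgeR, the strongest decrease belonged to miR-10a-5p, which the paper does not name for the cells. Its log2 fold change was -3.34 (standard error 1.06), and -2.20 in limma-voom. The unadjusted P was 0.0137 in edgeR's quasi-likelihood test and 0.0951 in limma-voom, and an exact permutation test gave 0.667. Its counts were 49 and 68 in the exposed and 29 and 587 in the unexposed libraries, so that 1 unexposed library carried the difference. Without unexposed replicate 2 the log2 fold change was -0.060.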

The vertical axis (y-axis) corresponds to the negative  $\log_{10}$  of the  $P$ -value, and the horizontal axis (x-axis) displays the  $\log_2$  of fold changes (FC). The red dots represent up-regulated miRNAs ( $\log_2\text{FC} > 1.0$  &  $P < 0.05$ ), and the green dots represent downregulated miRNAs ( $\log_2\text{FC} < -1.0$  &  $P < 0.05$ ). The horizontal line shows the  $P$ -value cutoff ( $P = 0.05$ ) with points above the line having the  $P$ -value  $< 0.05$  and points below the line having the  $P$ -value  $> 0.05$ . The two vertical lines indicate 2-fold changes.

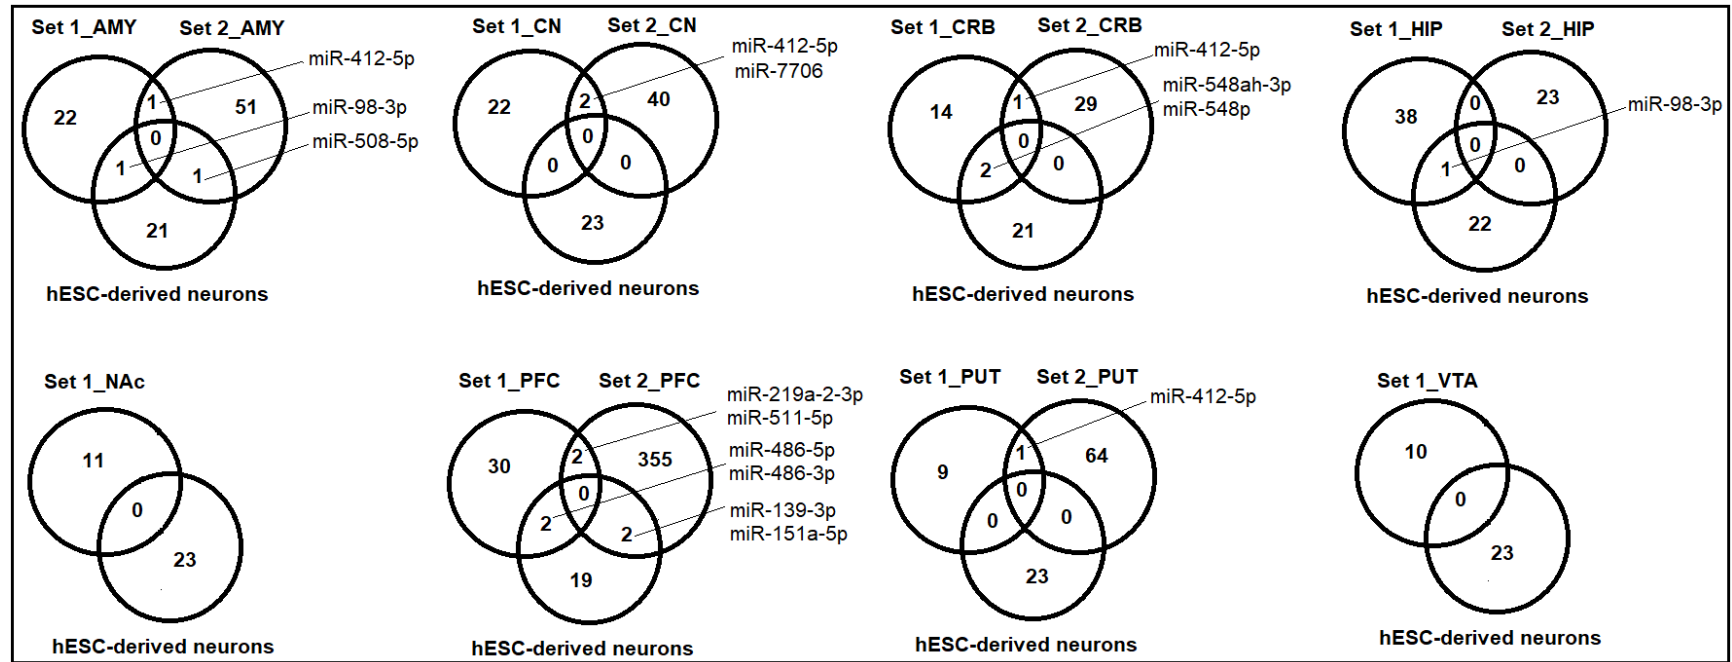

**Fig. S8** Venn diagrams showing the number of differentially expressed miRNAs ( $P < 0.05$ ) shared between eight brain regions of AUD subjects (Set 1 and Set 2) and ethanol-exposed hESC-derived cortical interneurons. AMY: Amygdala; CN: Caudate Nucleus; CRB: Cerebellum; HIP: Hippocampus; NAc: Nucleus Accumbens; PFC: Prefrontal Cortex; PUT: Putamen; and VTA: Ventral Tegmental Area.

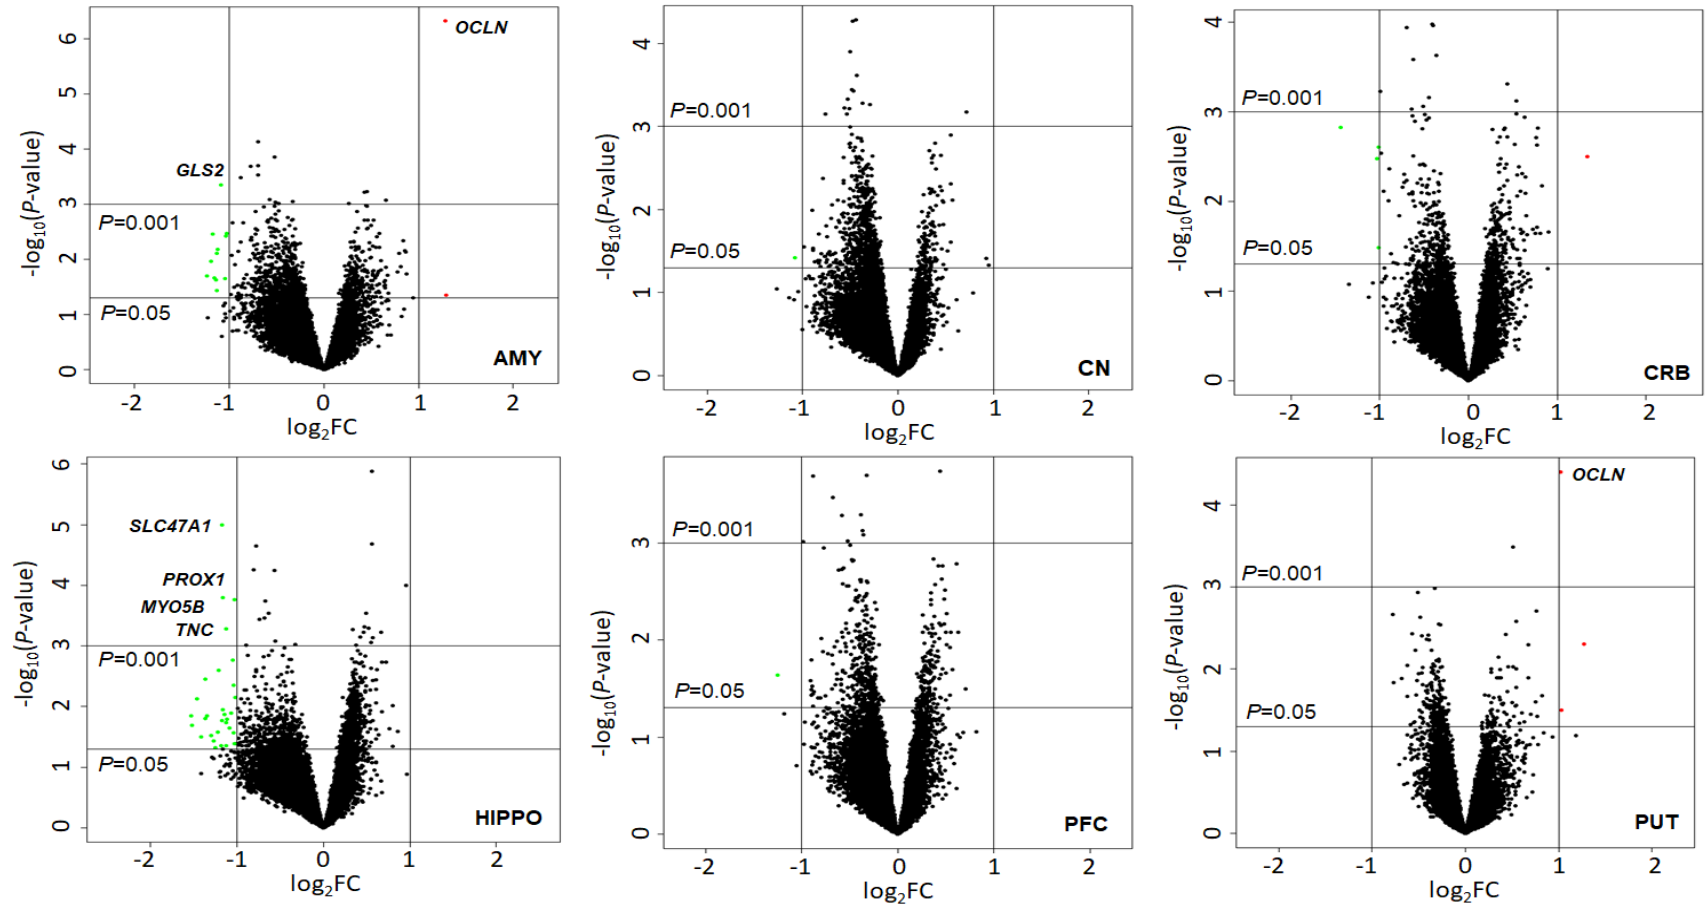

**Fig. S9** Volcano plots displaying differentially expressed mRNAs in six regions of postmortem brains of subjects with alcohol use disorder (AUD) (the Set 2 sample).

The vertical axis (y-axis) corresponds to the negative  $\log_{10}$  of the  $P$ -value, and the horizontal axis (x-axis) displays the  $\log_2$  of fold changes (FC). The red dots represent up-regulated mRNAs ( $\log_2FC > 1.0$  &  $P < 0.05$ ), and the green dots represent downregulated mRNAs ( $\log_2FC < -1.0$  &  $P < 0.05$ ). The horizontal line shows the  $P$ -value cutoff ( $P = 0.05$  or  $0.01$ ) with points above the line having the  $P$ -value  $< 0.05$  or  $0.01$  and points below the line having the  $P$ -value  $> 0.05$  or  $0.01$ . The two vertical lines indicate 2-fold changes. *OCNL* was upregulated and *GLS2*, *SLC47A1*, *PROX1*, *MYO5B*, and *TNC* were downregulated in multiple brain regions AUD subjects. AMY: Amygdala; CN: Caudate Nucleus; CRB: Cerebellum; HIPPO: Hippocampus; PFC: Prefrontal Cortex; PUT: Putamen.

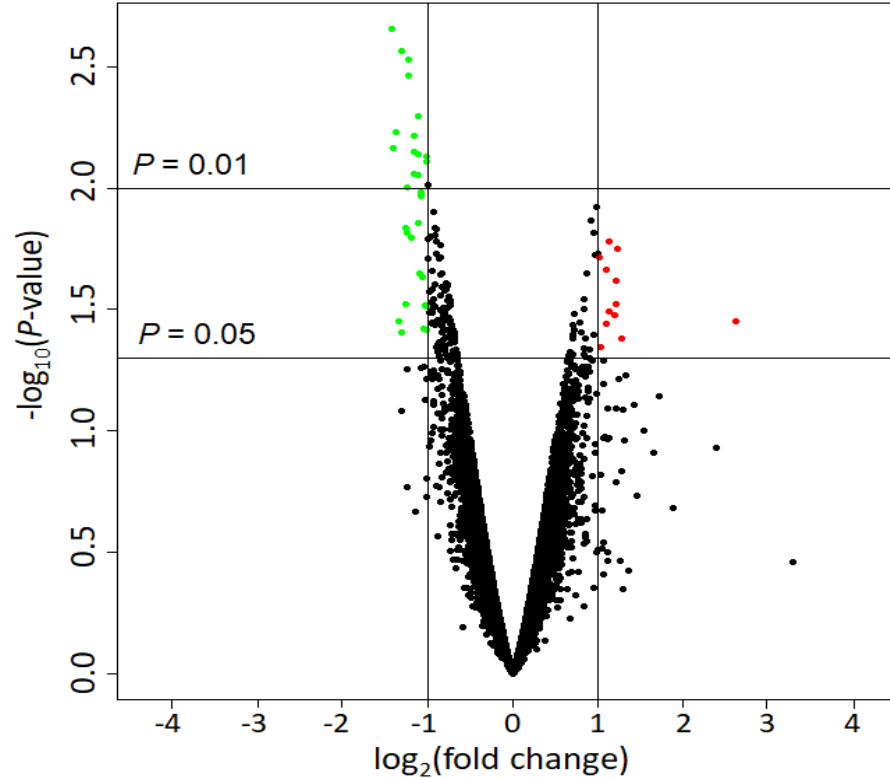

**Fig. S10** Volcano plot displaying differentially expressed mRNAs in hESC-derived cortical interneurons exposed to ethanol for 7 days.

The vertical axis (y-axis) corresponds to the negative  $\log_{10}$  of the  $P$ -value, and the horizontal axis (x-axis) displays the  $\log_2$  of fold changes (FC). The red dots represent up-regulated mRNAs ( $\log_2\text{FC} > 1.0$  &  $P < 0.05$ ) and the green dots represent downregulated mRNAs ( $\log_2\text{FC} < -1.0$  &  $P < 0.05$ ). The horizontal line shows the  $P$ -value cutoff ( $P = 0.05$  or  $0.01$ ) with points above the line having the  $P$ -value  $< 0.05$  or  $0.01$  and points below the line having the  $P$ -value  $> 0.05$  or  $0.01$ . The two vertical lines indicate 2-fold changes.

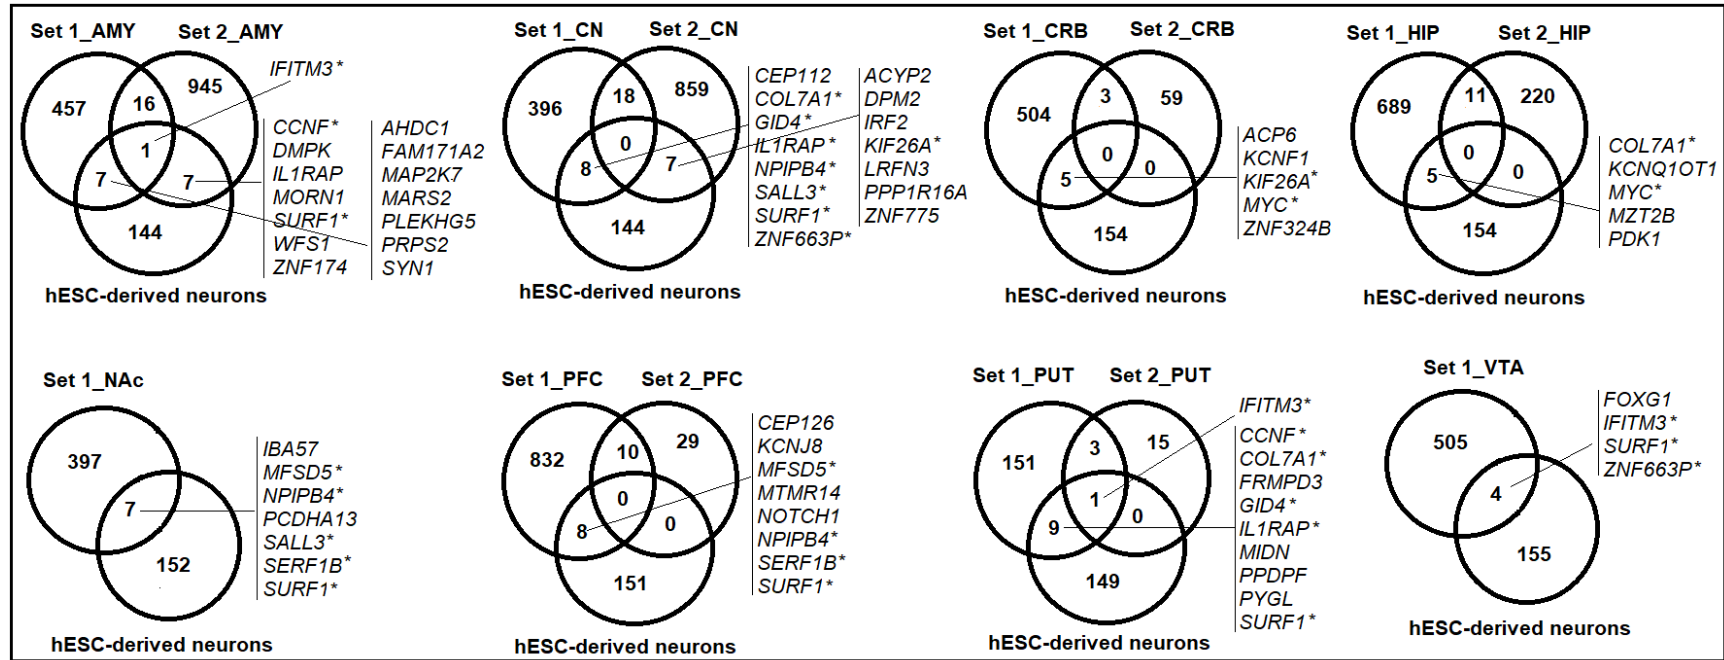

**Fig. S11** Venn diagrams showing the number of differentially expressed mRNAs ( $P < 0.05$ ) shared between eight brain regions of AUD subjects (Set 1 and Set 2) and ethanol-exposed hESC-derived cortical interneurons.

AMY: Amygdala; CN: Caudate Nucleus; CRB: Cerebellum; HIP: Hippocampus; NAc: Nucleus Accumbens; PFC: Prefrontal Cortex; PUT: Putamen; and VTA: Ventral Tegmental Area.

\*13 AUD-associated coding genes ( $P < 0.05$ ) identified in multiple brain regions were found differentially expressed in ethanol-exposed hESC-derived cortical interneurons. They were *CCNF* (from AMY and PUT), *COL7A1* (from CN, HIP, and PUT), *GID4* (from CN and PUT), *IFITM3* (from AMY, PUT, and VTA), *IL1RAP* (from CN and PUT), *KIF26A* (from CN and CRB), *MFSD5* (from NAc and PFC), *MYC* (from CRB and HIP), *NPIP4* (from CN, NAc, and PFC), *SALL3* (from CN and NAc), *SERF1B* (from NAc and PFC), *SURF1* (from AMY, CN, NAc, PFC, PUT, and VTA), and *ZNF663P* (from CN and VTA).

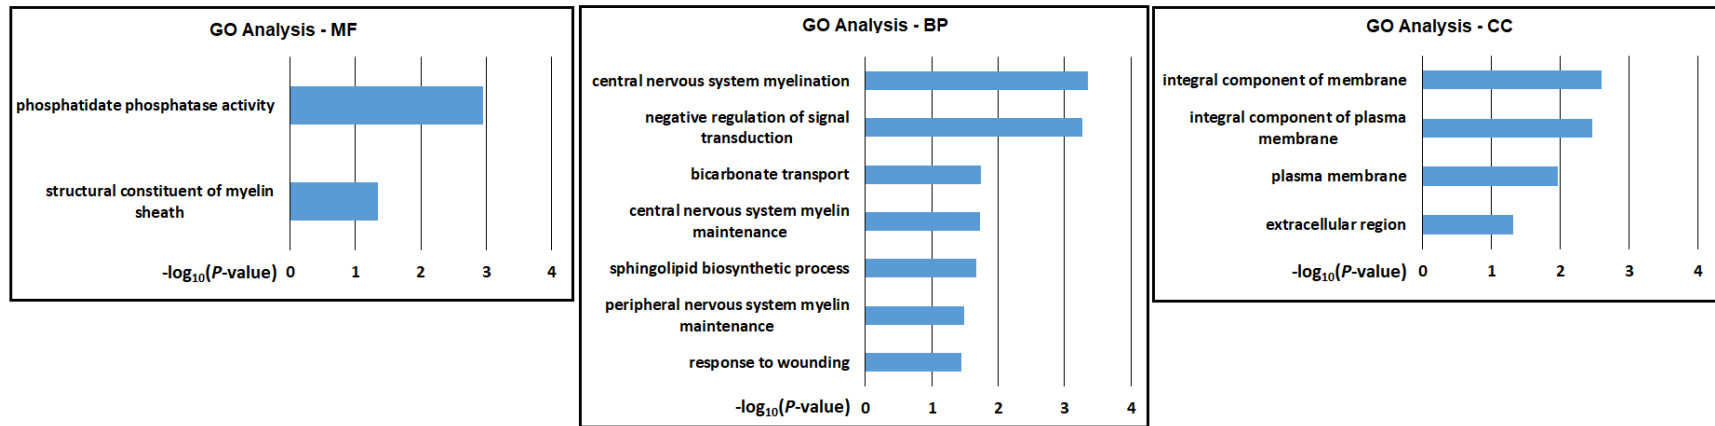

**Fig. S12** Gene Ontology (GO) analysis of 97 differentially expressed mRNAs (absolute FC > 2.0 &  $P < 0.001$ ) identified in one or more of the eight brain regions of AUD subjects (the Set 1 sample).

MF: Molecular Functions; BP; Biological Processes; and CC: Cellular Components.  $-\log_{10}(P\text{-value})$  is the negative logarithm of  $P$ -value; a larger  $-\log_{10}(P\text{-value})$  indicates a smaller  $P$ -value. GO terms with  $-\log_{10}(P\text{-value}) > 1.3$  (or  $P < 0.05$ ) were displayed.

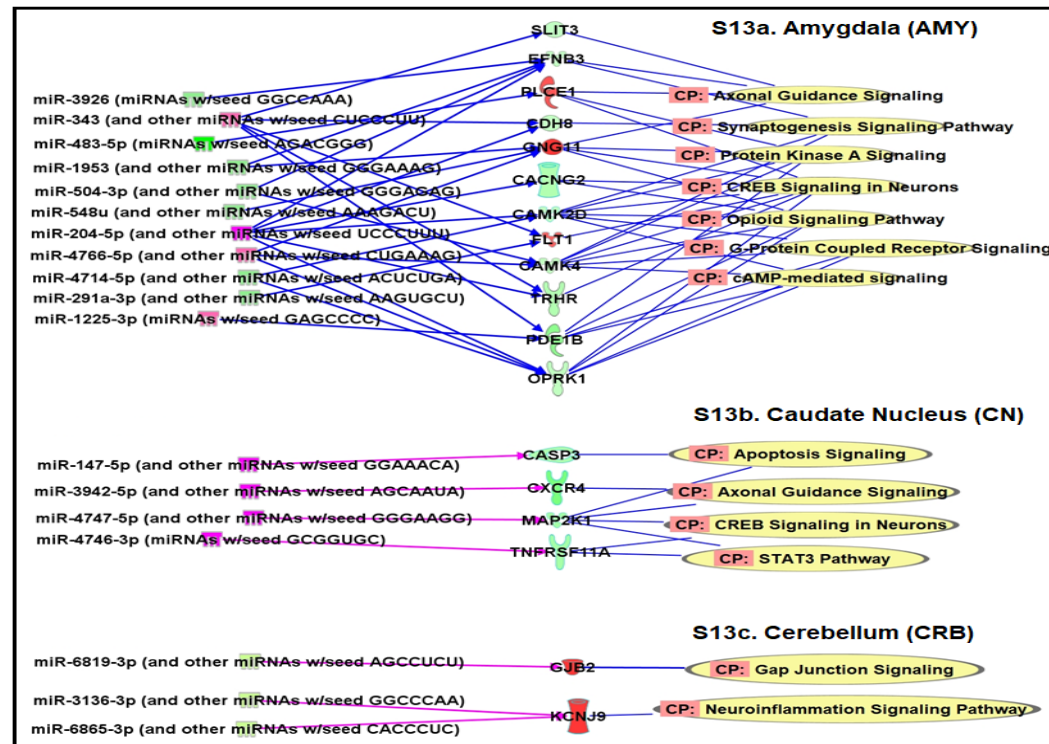

**Fig. S13** Alcohol use disorder (AUD)-associated miRNA-mRNA regulatory networks in the amygdala (AMY), the caudate nucleus (CN), the cerebellum (CRB) of AUD subjects (the Set 2 sample). CP: Canonical pathways potentially regulated by differentially expressed [absolute fold-change (FC) > 1.3 &  $P < 0.05$ ] and negatively correlated miRNA-mRNA pairs identified in each brain region were defined using the Ingenuity Pathway Analysis (IPA) miRNA Target Filter function. Within the amygdala (AMY), 11 miRNAs (4 upregulated and 7 downregulated) and 12 paired mRNAs (3 upregulated and 9 downregulated) could regulate seven pathways (*Axonal Guidance Signaling*, *Synaptogenesis Signaling*, *Protein Kinase A Signaling*, *CREB Signaling*, *Opioid Signaling*, *G-Protein Coupled Receptor Signaling*, and *cAMP-mediated Signaling*) (**Fig. S13a**). Within the caudate nucleus (CN), four upregulated miRNAs and four paired downregulated mRNAs could regulate four pathways (*Apoptosis Signaling*, *Axonal Guidance Signaling*, *CREB Signaling in Neurons*, and *STAT3 Signaling*) (**Fig. S13b**). Within the cerebellum (CRB), three downregulated miRNAs and two paired upregulated miRNAs could regulate two pathways (*Gap Junction Signaling* and *Neuroinflammatory Signaling*) (**Fig. S13c**). miRNAs and mRNAs in red symbols: upregulated in AUD patients; miRNAs and mRNAs in green symbols: downregulated in AUD patients.

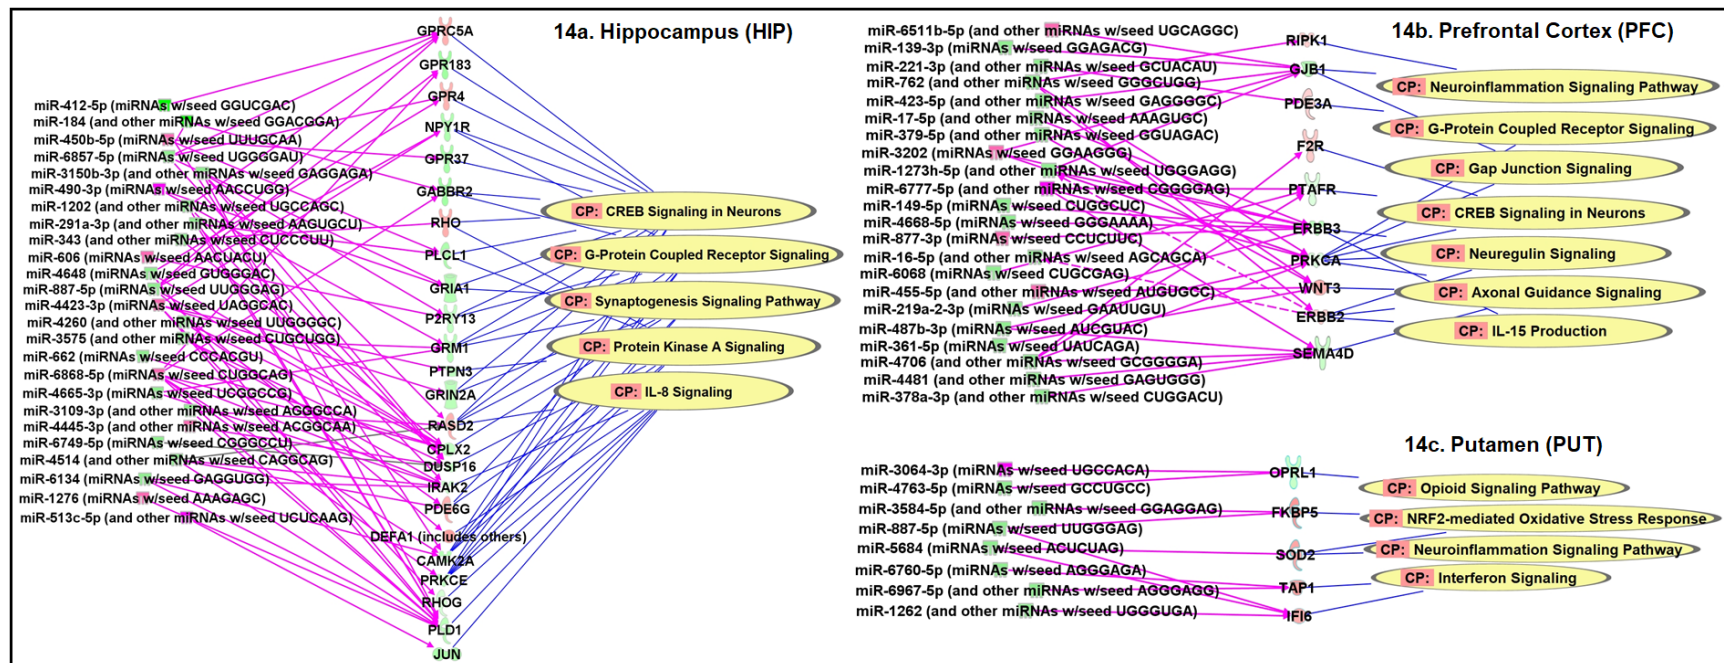

**Fig. S14** Alcohol use disorder (AUD)-associated miRNA-mRNA regulatory networks in the hippocampus (HIPPO), the prefrontal cortex (PFC), and the putamen (PUT) of AUD subjects (the Set 2 sample).

CP: Canonical pathways potentially regulated by differentially expressed [absolute fold-change (FC) > 1.3 &  $P < 0.05$ ] and negatively correlated miRNA-mRNA pairs identified in each brain region were defined using the Ingenuity Pathway Analysis (IPA) miRNA Target Filter function. Within the hippocampus (HIP), 25 miRNAs (8 upregulated and 17 downregulated) and 24 paired mRNAs (6 upregulated and 18 downregulated) could regulate five pathways (*CREB Signaling*, *G-Protein Coupled Receptor Signaling*, *Synaptogenesis Signaling*, *Protein Kinase A Signaling*, and *IL-8 Signaling*) (**Fig. S14a**). Within the prefrontal cortex (PFC), 22 miRNAs (5 upregulated and 17 downregulated) and 10 paired mRNAs (5 upregulated and 5 downregulated) could regulate seven pathways (*Neuroinflammation Signaling*, *G-Protein Coupled Receptor Signaling*, *Gap Junction Signaling*, *CREB Signaling in Neurons*, *Neuregulin Signaling*, *Axonal Guidance Signaling*, and *IL-15 Production*) (**Fig. S14b**). Within the putamen (PUT), eight miRNAs (1 upregulated and 7 downregulated) and five paired mRNAs (4 upregulated and 1 downregulated) could regulate four pathways (*Opioid Signaling*, *NRF2-mediated Oxidative Stress Response*, *Neuroinflammation Signaling*, and *Interferon Signaling*) (**Fig. S14c**). miRNAs and mRNAs in red symbols: upregulated in AUD patients; miRNAs and mRNAs in green symbols: downregulated in AUD patients.

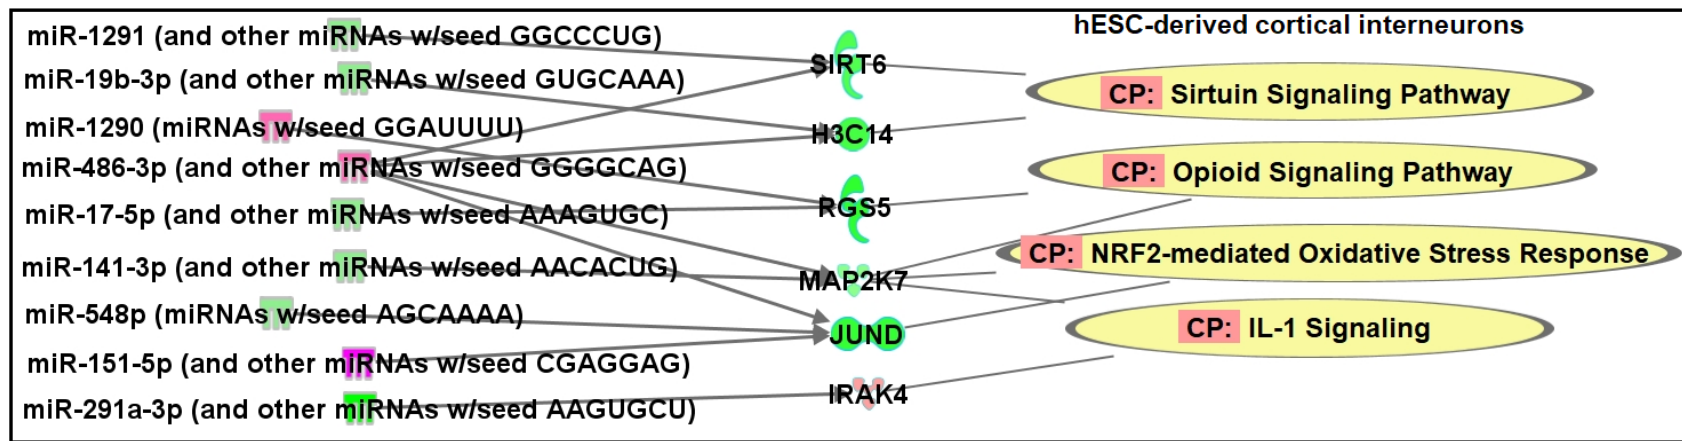

**Fig. S15** miRNA-mRNA regulatory networks in ethanol-exposed human embryonic stem cell (hESC)-derived cortical interneurons. CP: Canonical pathways potentially regulated by differentially expressed [absolute fold-change (FC) > 1.3 &  $P < 0.05$ ] and negatively correlated miRNA-mRNA pairs were defined using the Ingenuity Pathway Analysis (IPA) miRNA Target Filter function. miRNAs and mRNAs in red symbols: upregulated in ethanol-exposed hESC-derived cortical neurons; miRNAs and mRNAs in green symbols: downregulated in ethanol-exposed hESC-derived cortical neurons.

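Several names in this network stand for all miRNAs that share a seed, the short stretch near the 5' end that pairs with a target. The figure names 9 such groups. For the group named after miR-291a-3p, with the seed AAGUGCU, the human members of the miR-302, miR-372, miR-373 and miR-520 families were read from the counts. miR-302b-3p had 31 counts in each exposed library and 21 and 26 counts in the unexposed libraries, a log2 fold change of -0.60 (standard error 0.33). miR-372-3p had a log2 fold change of 0.021 (standard error 0.43), which turned negative with upper quartile scaling or DESeq2's size factors. The unadjusted P of miR-302b-3p and miR-372-3p was 0.104 and 0.963 in edgeR's quasi-likelihood test, with exact permutation p of 0.333 and 1. miR-302a-3p had 4 and 3 counts in the exposed and 2 and 5 in the unexposed libraries. miR-302c-3p had 2 and 2 against 2 and 6, and miR-302d-3p 3 and 11 against 2 and 5. These miRNAs were too rare to be tested. miR-302e, miR-373-3p and the members of the miR-520 family examined had 0 counts in all 4 libraries, where 3 counts are the smallest number told from 0. A lookup of the seeds anywhere in the matching arm of each precursor was made after the values were seen. A match there need not be a seed, so a matching miRNA need not be a member of the group. For AAGUGCU it found 11 tested miRNAs, 8 of them lower (8 with library size only, 10 with DESeq2's size factors and 11 with upper quartile scaling) and 1 of these with an unadjusted P under 0.05 in edgeR (0, 1 and 2 with these scalings). That one, miR-20b-5p, also matched the seed of the miR-17-5p group, which overlaps AAGUGCU. So did miR-17-5p, miR-20a-5p, miR-93-5p, miR-106a-5p and miR-106b-5p among the 11. Of the 11, only miR-302b-3p and miR-372-3p belong to the families named above, so the number lower does not stand for those families. For the groups of miR-17-5p and miR-141-3p the lookup found miR-20b-5p and miR-200a-3p past the network's thresholds (a fold change of 1.3 and a P of 0.05), with log2 fold changes of -0.81 and -0.70 and unadjusted P values of 0.0197 and 0.0487 in edgeR. For the seed of miR-1291, lower in the figure, it matched miR-139-3p, which was past them and higher (0.70, P of 0.0121 in edgeR). Since that match need not be a seed, it does not by itself contradict the figure.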

**Table S1** Demographic details of brain tissue samples.

AUD: alcohol use disorder.

\**P* values were calculated by t-tests for continuous variables and Fisher's exact tests for categorical variables.

AMY: Amygdala; CN: Caudate Nucleus; CRB: Cerebellum; HIP: Hippocampus; NAc: Nucleus Accumbens; PFC: Prefrontal Cortex; PUT: Putamen; and VTA: Ventral Tegmental Area.

Liver disease: with (Yes) or without (No) Steatosis or Congestion.

**Table S2** Small RNA-seq analysis identified miRNAs with differential expression in eight brain regions of AUD subjects (Set 1).

**Table S2** (Continued)

Differentially expressed miRNAs with absolute log<sub>2</sub>FC > 1.0 (or absolute FC > 2.0) & *P* < 0.05 are listed in the table.

log<sub>2</sub>FC: the log<sub>2</sub> fold-change (FC) between cases and controls.

AveExpr: average miRNA expression level.

t: the t-statistic used to assess differential expression.

*P*.Value: the *P*-value for differential expression (this value is not adjusted for multiple testing).

adj.*P*.Val: the *P*-value adjusted for multiple testing (the default is Benjamini-Hochberg).

B: the empirical Bayes log odds of differential expression.

**Table S3** Microarray analysis identified miRNAs with differential expression in six brain regions of AUD subjects (Set 2).

**Table S3** (Continued)

miRNAs with absolute log<sub>2</sub>FC > 1.0 (or absolute FC > 2.0) &  $P < 0.05$  are listed in the table. logFC, AveExpr, t,  $P$ .Value, Adj. $P$ .Val, and B: same as in **Table S2**.

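Table S4 has the columns of limma's output, in which AveExpr is the mean log2 level of a miRNA over all libraries and the adjusted P is corrected over all miRNAs tested. Recomputed from the deposited counts as mean log2 CPM over the 4 libraries, with 0.5 added to each count, the levels were 8.56 for miR-151a-5p, 5.56 for miR-151b, 2.03 for miR-493-5p, 0.80 for miR-548bc, 0.38 for miR-3609 and 0.29 for miR-3135a. A level of 0 on this scale is 1 CPM, so that the last 3 of these stood at 1 to 2 CPM, where a library of this depth holds few counts.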

**Table S4** Small RNA-seq analysis identified miRNAs with differential expression in hESC-derived cortical interneurons with ethanol exposure.

Differentially expressed miRNAs with absolute log<sub>2</sub>FC > 1.0 (or absolute FC > 2.0) & *P* < 0.05 are listed in the table.

log<sub>2</sub>FC: the log<sub>2</sub> fold-change (FC) between cases and controls.

AveExpr: average miRNA expression level.

t: the t-statistic used to assess differential expression.

*P*.Value: the *P*-value for differential expression (this value is not adjusted for multiple testing).

adj.*P*.Val: the *P*-value adjusted for multiple testing (the default is Benjamini-Hochberg).

B: the empirical Bayes log odds of differential expression.

**Table S5** rRNA depletion RNA-seq analysis identified mRNAs with differential expression in eight brain regions of AUD subjects (Set 1).

**Table S5** (Continued)

**Table S5** (Continued)

**Table S5** (Continued)

**Table S5** (Continued)

Differentially expressed coding genes (or mRNAs) with absolute log<sub>2</sub>FC > 1.0 (or absolute FC > 2.0) & *P* < 0.001 are listed in the table.

log<sub>2</sub>FC: the log<sub>2</sub> fold-change (FC) between cases and controls.

AveExpr: average miRNA expression level.

t: the t-statistic used to assess differential expression.

*P*.Value: the *P*-value for differential expression (this value is not adjusted for multiple testing).

adj.*P*.Val: the *P*-value adjusted for multiple testing (the default is Benjamini-Hochberg).

B: the empirical Bayes log odds of differential expression.

**Table S6** Microarray analysis identified mRNAs with differential expression in six brain regions of AUD subjects (Set 2).

Differentially expressed coding genes (or mRNAs) with absolute  $\log_2\text{FC} > 1.0$  (or absolute  $\text{FC} > 2.0$ ) &  $P < 0.001$  are listed in the table.

$\log_2\text{FC}$ : the  $\log_2$  fold-change (FC) between cases and controls.

AveExpr: average miRNA expression level.

t: the t-statistic used to assess differential expression.

*P*.Value: the *P*-value for differential expression (this value is not adjusted for multiple testing).

adj.*P*.Val: the *P*-value adjusted for multiple testing (the default is Benjamini-Hochberg).

B: the empirical Bayes log odds of differential expression.

**Table S7** mRNA-seq analysis identified mRNAs with differential expression in ethanol-exposed hESC-derived cortical interneurons.

Differentially expressed coding genes (or mRNAs) with absolute log<sub>2</sub>FC (or absolute FC > 2.) > 1.0 &  $P < 0.01$  are listed in the table.

log<sub>2</sub>FC: the log<sub>2</sub> fold-change (FC) between cases and controls.

AveExpr: average miRNA expression level.

t: the t-statistic used to assess differential expression.

P.Value: the  $P$ -value for differential expression (this value is not adjusted for multiple testing).

adj.P.Val: the  $P$ -value adjusted for multiple testing (the default is Benjamini-Hochberg).

B: the empirical Bayes log odds of differential expression.

**Table S8** Canonical pathways potentially regulated by differentially expressed and negatively correlated miRNA-mRNA pairs.

AMY: Amygdala; CN: Caudate Nucleus; CRB: Cerebellum; HIP: Hippocampus; NAc: Nucleus Accumbens; PFC: Prefrontal Cortex; PUT: Putamen; and VTA: Ventral Tegmental Area.

Set 1 (RNA-seq): miRNA and mRNA expression profiles in eight brain regions (Set 1 sample) were analyzed by RNA-seq.

Set 2 (Affymetrix array): miRNA and mRNA expression profiles in six brain regions (Set 2 sample) were analyzed by Affymetrix expression array assay.

hESC-derived cortical interneurons: miRNA and mRNA expression profiles in hESC-derived cortical interneurons were analyzed by RNA-seq.

"√" means that a specific canonical pathway is potentially regulated by differentially expressed and negatively correlated miRNA-mRNA pairs in a specific brain region of subjects with alcohol use disorder (AUD) or ethanol-exposed hESC-derived cortical interneurons.

How the deposited data were processed for this re-analysis (not part of the article)

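The values given for the hESC-derived cortical interneurons come from 4 small RNA-seq libraries, 2 from cultures exposed to around 50 to 100 mM ethanol for 7 days and 2 from cultures without ethanol. Conditions and replicate numbers were taken from the sample labels, and the design from the paper. The authors built NEBNext small RNA libraries, processed the reads with CAP-miRseq and deposited 1 table of raw read counts per mature miRNA, without normalization. Its version, the genome build and the annotation release are not given in the paper's text. Everything after the counts was computed here. The brain libraries and arrays, and the mRNA libraries of the cells, were not analysed here.

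The table lists 2656 mature miRNAs with 0 repeated names, so summing repeated entries of one mature miRNA, an option set beforehand, could not change anything. The main comparison used edgeR 4.0.16 in R 4.3.3: filterByExpr with the group (a minimum count of 10 and a minimum total of 15), which kept 863 miRNAs, TMM factors, the quasi-likelihood test of exposed against unexposed cells without covariates, and Benjamini-Hochberg adjustment. The thresholds were the paper's for the cells, a fold change of 2 (or 1.3 for the network) and an unadjusted P of 0.05. The log2 fold change's standard error was taken from edgeR's F statistic. Alternatives were limma-voom (limma 3.58.1), DESeq2 1.42.0 without independent filtering or outlier replacement, other scaling (DESeq2's size factors, library size only, upper quartile), other filters (at least 1 count in any library, CPM above 1 in at least 2 libraries, at least 10 counts in every library), the replicate number as a block, and leaving out each library in turn. Leaving out a library leaves 1 in a group, so only log2 fold changes were taken from those fits. Replicate numbers come from the sample labels, and nothing in the paper says that same-numbered cultures were handled together.

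The miRNAs named were set by a rule before the data were examined: those the paper names for the cells, the 10 with the smallest P among those past a fold change of 2 and a P of 0.05, the other arm of the precursors of Table S4, the 3 with the highest mean count, and human miRNAs of the seed group that Fig. S15 names after miR-291a-3p. Any other miRNA named was chosen after its values were seen, or belongs to a list written for a test in the closing observations. Positions come from GENCODE 29 on GRCh38, matched by miRNA name, since the counts carry no coordinates. GENCODE 29 held a precursor for 2576 of the miRNAs.

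The fit was tested on simulated counts with the real libraries' depths, means and dispersions, in which 200 miRNAs were changed. Of the 842 miRNAs that passed the filter there, 195 were changed. With edgeR, 100% of those changed 4-fold and 72.2% of those changed 2-fold had a P under 0.05, against 6.96% of the unchanged ones, and 142 had an adjusted p under 0.05, of which 135 were changed. In 100 further tables nothing was changed, for comparison with the real counts of low P values. Each simulated miRNA was drawn independently of the others. Depth was between 12100425 and 24858230 counts per library, and a share of 3 counts was taken as the smallest that can be told from 0. Intervals for single libraries are 95% Wilson intervals and cover counting error only.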

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

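All tests in this part were written down before their results were seen. With 2 libraries per group no outlier test of single libraries was possible. Among the miRNAs that the paper does not name for the cells, 8 were past a fold change of 2 and a P of 0.05 in edgeR and higher in both exposed than in both unexposed libraries. Their log2 fold changes were 1.95 for miR-4501, 1.81 for miR-6857-3p, 1.55 for miR-4433b-5p, 1.42 for miR-1275, 1.32 for miR-615-3p, 1.25 for miR-4726-5p, 1.03 for miR-624-5p and 1.01 for miR-5100. The last 2, miR-4726-5p and miR-1275 lie outside the 10 smallest P values and are named because they met this criterion. None had an adjusted p under 0.05 (0 of them, with unadjusted P between 0.0156 and 0.0419 from edgeR).

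Most of the 8 rest on few counts. miR-6857-3p had 14 and 15 counts in the exposed and 1 and 3 in the unexposed libraries, and since both unexposed libraries are at or under 3 counts its fold change is a lower bound, at least 2.40-fold higher when taken against that floor. miR-4501 had 25 and 15 against 4 and 1, and miR-4433b-5p 24 and 18 against 4 and 3. miR-615-3p, whose gene lies in introns of HOXC4 and HOXC5 on chromosome 12, had 38 and 23 against 6 and 6. miR-5100 (1055 and 476 against 163 and 214) and miR-1275 (650 and 184 against 60 and 95) were more abundant, but their exposed replicates were far apart, and with each library left out in turn the log2 fold change ranged from 0.36 to 1.46 for miR-5100 and from 0.28 to 2.04 for miR-1275.

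Depth, GC content and chance were tested as technical readings. The exposed libraries were deeper, and after every library was thinned to the 12100425 counts of the smallest, 6 of the 8 had a median log2 fold change above 1 over 20 draws. Random thinning leaves the average fold change as it was, so this cannot tell the depth difference from other sources. At equal depth, miR-4433b-5p and miR-4501 passed the filter in 3 of the 20 thinned tables each, miR-4726-5p in 4 and miR-6857-3p in 0. After removal of each library's trend on the GC content of the precursors, 7 of the 8 kept a log2 fold change above 1. The number itself is within what chance gives: 11 upregulated miRNAs were past both thresholds, against 3 to 15 in the 100 simulated tables with no change, with a median of 8. An effect of ethanol on these miRNAs therefore cannot be told apart from chance or from the depth difference in these libraries.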

How the results depend on the processing

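Alternatives were set before the data were examined, except the crossed replicate block, with replicate numbers crossed between the groups, and the limma-voom filters at CPM above 1 in every library, at CPM above 0.5 in at least 2 libraries, and with library size only at CPM above 1 or 0.5 in at least 2 libraries, which were chosen after seeing the data. The cause was not tested for any change given here unless a value shows it. Summing repeated miRNAs was not run, since none is repeated.

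The number of miRNAs past a fold change of 2 and a P of 0.05 was 20. It was 10 with DESeq2, 49 with no filter on low counts, 12 with CPM above 1 in at least 2 libraries, 11 with at least 10 counts in every library, 8 with limma-voom and CPM above 1 in at least 2 libraries, and 5 with limma-voom and CPM above 1 in every library. It stayed between 14 and 23 under the other settings. All 12 with CPM above 1 in at least 2 libraries, all 8 with that filter in limma-voom, and 8 of the 10 with DESeq2 were among the 20.

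Upregulated miRNAs numbered 11. They were 7 with limma-voom, 4 with DESeq2, 17 with library size only in edgeR, 27 with no filter, 6 with CPM above 1 in at least 2 libraries, 4 with at least 10 counts in every library, 3 with limma-voom and CPM above 1 in at least 2 libraries, and 2 with limma-voom and CPM above 1 in every library. Downregulated miRNAs numbered 9. They were 14 with upper quartile scaling, 22 with no filter, 5 with limma-voom and CPM above 1 in at least 2 libraries, 3 with limma-voom and CPM above 1 in every library, and with limma-voom and library size only 2 (4 with CPM above 1 in at least 2 libraries and 2 with CPM above 0.5 in at least 2). The scaling moved the balance of the directions. Against 11 higher and 9 lower with TMM, there were 17 and 6 with library size only, where the median log2 fold change of all tested miRNAs was 0.15, 8 and 14 with upper quartile scaling, where it was -0.12, and 9 and 12 with DESeq2's size factors in edgeR, where it was -0.049. With TMM it was -0.010. In limma-voom the split was 7 and 8 with TMM, and 13 and 2 with library size only.

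The number with an unadjusted P under 0.05 was 39. With no filter on low counts, where 1825 miRNAs were tested and 5% of them is 91.25, it was 94. It was 24 with limma-voom and CPM above 1 in at least 2 libraries, and 21 with limma-voom and CPM above 1 in every library. It was 25 with the replicate block, 59 with the crossed replicate block and 73 with the crossed replicate block in limma-voom. For a fold change of 1.3 together with P the numbers were the same, except for 72 with the crossed replicate block in limma-voom. miRNAs with an adjusted p under 0.05 numbered 0 under every setting but 1: with no filter on low counts there were 6, of which 3 are in Table S4 (miR-151a-5p, miR-151b and miR-493-5p) and the others are miR-10a-5p, miR-4510 and miR-1275. The lowest adjusted p ranged from 1.39e-15 with no filter to 0.992 with the replicate block. The value of 1.39e-15 belonged to miR-10a-5p, whose groups overlapped, so low adjusted p values from the unfiltered fit are weak evidence.

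All 6 miRNAs of Table S4 were past both thresholds with edgeR and TMM, and between 4 and 6 under each alternative. Of the 8 in Fig. S8, 5 had a P under 0.05, between 4 and 7 under the alternatives set beforehand, 8 with the crossed replicate block in edgeR and 8 in limma-voom. Of the 8 in Fig. S15, 5 were past a fold change of 1.3 and a P of 0.05, and 3 with library size only, in edgeR and in limma-voom (also with its filters at CPM above 1 or 0.5 in at least 2 libraries), and with the replicate block, in edgeR and in limma-voom. There were 6 with upper quartile scaling, 4 with at least 10 counts in every library, and 5 under the other settings. The log2 fold change of miR-412-5p was negative throughout, from -0.64 to -0.051 across the 4 fits that each left out one library.

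The direction reversed for 4 miRNAs with small changes. miR-151a-3p was at 0.027, and miR-372-3p at 0.021. With DESeq2 they were at -0.0090 and -0.022, with its size factors in edgeR at -0.0090 and -0.015, and with upper quartile scaling at -0.087 and -0.084. Across the fits that each left out one library, miR-151a-3p ranged from -0.28 to 0.40, miR-372-3p from -0.39 to 0.54, miR-17-5p (-0.34 over all libraries) from -0.63 to 0.030, and miR-9-5p (-0.23) from -0.54 to 0.16. Over the 32 single miRNAs apart from miR-412-5p, with reversals set aside, 57 other results changed, 39 to a P of 0.05 or more and 18 to a P under 0.05, and 23 of 128 values with one library left out moved by more than the standard error without reversing.

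The depth limits the rare miRNAs most. Of the 20, 12 had a mean under 2 CPM, and thinning all libraries to the smallest left 14 miRNAs past both thresholds (median of 20 draws), 11 of them among the 20.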

Differences from the paper's values

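The paper reports 6 miRNAs past a fold change of 2 and a P of 0.05 in the cells, 3 higher and 3 lower, and edgeR with TMM gave 20, with 11 higher and 9 lower. Of the alternatives set before the data were examined, limma-voom with CPM above 1 in at least 2 libraries gave 8, within 1.5 times the paper's 6, and the others gave between 10 and 49. With limma-voom and CPM above 1 in every library, a setting chosen after seeing the values, the number was 5, and with the others so chosen, the crossed replicate block included, it was between 14 and 23. Of the 20, 14 are not named for the cells by the paper, miR-10a-5p (P of 0.0137 in edgeR) having the lowest P among them. For the 3 higher miRNAs, DESeq2 gave 4, the filter at 10 counts in every library gave 4, and limma-voom with CPM above 1 in at least 2 libraries gave 3, while the other settings fixed beforehand gave 6 to 27. limma-voom with CPM above 1 in every library, chosen after seeing the values, gave 2, and the others so chosen gave 8 to 14. For the 3 lower miRNAs, limma-voom with library size only gave 2 and the other settings fixed beforehand gave 5 to 22. Of the settings chosen after seeing the values, limma-voom with CPM above 1 in every library gave 3, and limma-voom with library size only gave 4 and 2 with CPM above 1 and above 0.5 in at least 2 libraries, and the others gave 8 to 11.

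The number of miRNAs with a P under 0.05 in the cells was about 23 in the paper's Fig. S8, read by eye, and 39 in edgeR with TMM. The settings fixed beforehand within 1.5 times of it were limma-voom (31), DESeq2 (28), CPM above 1 in at least 2 libraries (27), at least 10 counts in every library (29), limma-voom with CPM above 1 in at least 2 libraries (24), limma-voom with library size only (27), the replicate block (25) and limma-voom with the replicate block (30). DESeq2's size factors in edgeR (37), library size only (37), upper quartile scaling (43) and no filter (94) were not. Of those chosen after seeing the values, limma-voom gave 21 with CPM above 1 in every library, 31 with CPM above 0.5 in at least 2 libraries, and with library size only 26 and 29 with CPM above 1 and above 0.5 in at least 2 libraries. The crossed replicate block, also chosen after seeing the data, gave 59 in edgeR and 73 in limma-voom, further from the paper's number than edgeR without a block.

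The paper's P for miR-3135a is 0.006, and edgeR gave 0.0161. With no filter on low counts edgeR gave 0.00668, and no other setting fixed beforehand came within 1.5 times of the paper's value. The paper's P for miR-548bc is 0.010, and edgeR gave 0.0184. Within 1.5 times of it were edgeR with upper quartile scaling (0.0119), with no filter (0.00893) and with at least 10 counts in every library (0.0147). So were 3 settings chosen after seeing the values, the crossed replicate block in edgeR (0.0121) and in limma-voom (0.0115), and limma-voom with CPM above 1 in every library (0.00894). The other settings fixed beforehand were not.

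The median log2 level of the libraries was about 3.7 in the paper's Fig. S5a, read by eye, and 2.60 over the tested miRNAs here. The settings fixed beforehand gave from -1.24 with no filter to 3.49 with at least 10 counts in every library, and none was within the spread between libraries of the paper's value. limma-voom with CPM above 1 in every library, chosen after seeing the values, gave 3.96, also outside it. The paper gives a mean of 29145212 reads per sample, and the counts on mature miRNAs averaged 18280878, a measure that holds only the reads assigned to mature miRNAs. No alternative setting bears on it.

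The paper lists miR-98-3p, miR-508-5p and miR-548ah-3p as changed in the cells, with P under 0.05. With edgeR and TMM their P values were 0.0504, 0.0694 and 0.0549 (edgeR, 2 libraries per group). Settings that gave a P under 0.05 were, for miR-98-3p, no filter (0.0399) and at least 10 counts in every library (0.0432), for miR-508-5p, upper quartile scaling (0.0481), and for miR-548ah-3p, DESeq2 (0.0455), its size factors in edgeR (0.0484), upper quartile scaling (0.0369) and no filter (0.0487). Of the settings chosen after seeing the values, the crossed replicate block in edgeR gave 0.0401, 0.0424 and 0.0496 for the 3 miRNAs, in limma-voom 0.0425, 0.0349 and 0.0381, and limma-voom with CPM above 1 in every library gave 0.0404 for miR-98-3p. Fig. S15 shows miR-1291 and miR-17-5p lower, and edgeR gave P values of 0.0713 and 0.274. miR-1291 had a P under 0.05 with upper quartile scaling (0.0419), and miR-17-5p under no setting tried. miR-141-3p, also lower in the figure, was too rare to be tested, and its few counts were more frequent in the exposed libraries (6 and 3, against 0 and 1). The names in Fig. S15 stand for seed groups, and in a lookup made after the values were seen, miR-20b-5p in the group of miR-17-5p (log2 fold change -0.81, P of 0.0197 in edgeR) and miR-200a-3p in the group of miR-141-3p (-0.70, P of 0.0487 in edgeR) were lower and past both thresholds, as in the figure, while in the group of miR-1291 the miRNA past them was miR-139-3p, which was higher (0.70, P of 0.0121 in edgeR), against the figure. The lookup took matches anywhere in the arm, so a match need not be a seed, and the match of miR-139-3p does not by itself contradict the figure.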

Other observations

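The tests of chance P values (the crossed block in the simulated tables included), of miR-151a and of the 14q32 cluster were chosen after the result they bear on was seen. The others were written down before their results.

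The real grouping of the libraries was compared with the other groupings of 2 against 2. Exposed 1 and unexposed 2 against exposed 2 and unexposed 1, which like the real grouping parts both same-numbered pairs, gave 26 miRNAs past a fold change of 2 and a P of 0.05 and 72 with a P under 0.05, against 20 and 39. As many as the real grouping were found in 2 of these 2 groupings, and so small a number cannot give a share under 0.05. The remaining grouping, which keeps same-numbered libraries together, gave 10 and 16. Besides, 39 miRNAs with a P under 0.05 are fewer than 5% of those tested (43.2), and the number is inside the range of 26 to 59 in the simulated tables with no change. Without a block, the number of low P values is thus consistent with chance. With the crossed replicate block it was 59, against 24 to 70 when the same tables were fitted with that block, and in limma-voom 73, above the 25 to 62 of those tables (lowest adjusted p 0.389 and 0.0574). The crossed pairing was chosen from these libraries for their opposed deviations (correlation -0.214), which the simulated tables do not hold. The other grouping's 72 is also above the range of 26 to 59, and the 16 of the grouping that keeps same-numbered libraries together is below it. Each miRNA was drawn independently in the simulated tables, so their range may be too narrow for miRNAs that vary together. Whether the libraries differ along lines other than exposure is therefore left open. The same fit called 135 of 195 changed miRNAs at an adjusted p under 0.05 in the simulated table with changes of 2-fold and 4-fold, so changes of that size across many miRNAs were within its reach at 2 libraries per group. Thinning all libraries to the smallest gave 14 miRNAs past both thresholds, inside the limit of a 1.5-fold drop set for depth. Random thinning leaves the average fold change as it was, though, and each exposed library was deeper than each unexposed one, so the number cannot be told apart from an effect of depth. The correction for precursor GC content gave 19 where 21 of the 845 miRNAs with a precursor were past them before, so GC content does not account for most of the number. The log2 fold change had a correlation of 0.256 with GC content across miRNAs, which are not independent, before the correction.

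miR-10a-5p was at 1.94 and 2.79 CPM in the exposed libraries and at 2.46 and 45.6 CPM in the unexposed libraries. Without unexposed replicate 2 its log2 fold change was -0.060, so the difference rests on that library. A candidate source is a share of cells with another positional identity, since the gene lies in the HOXB cluster. Of the other HOX-cluster miRNAs examined, miR-196b-5p had at most 1 count in each library and could not show this. Of the 2 above 3 counts, miR-10b-5p and miR-196a-5p, 0 were highest in the same library. miR-10b-5p was at 45.5 CPM there against 60.6 CPM in unexposed replicate 1, and miR-196a-5p at 1.87 against 3.73 CPM. miR-615-3p, outside this list, was not highest there either (0.466 against 0.509 CPM, on 6 counts each). These values lend the source no support but cannot exclude it. miR-10b-5p was at 42.6 CPM or more in every library, which could hide a small share of such cells. miR-196a-5p comes from introns of HOXB7 and HOXC6, and miR-10a-5p from HOXB3 and HOXB4. The source is therefore left open.

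miR-151a-5p and miR-151b rose together. The log2 ratio of their counts had an SD of 0.18 over the 4 libraries, while the log2 levels themselves had SDs of 1.02 and 1.18, consistent with reads of 1 sequence being divided between the names by the authors' counting. The pair may then be a single measurement. The 3p arm of the MIR151A precursor had a log2 fold change of 0.027 (-0.087 with upper quartile scaling), so more of the whole MIR151A precursor is not a likely source. That arm does not report on MIR151B, from which reads of both names may come. The 5p counts were 6.73% and 5.76% of the 3p counts in the exposed and 1.91% and 3.26% in the unexposed libraries. A change in the balance of the arms and more reads from MIR151B are hypotheses left open by these tests, and the values rest on 2 cultures per group.

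miR-493-5p, miR-376a-3p and miR-1185-2-3p, the last 2 chosen after their values were seen, come from the miRNA cluster at 14q32 and were each past both thresholds and lower in the exposed cells. The other 44 tested miRNAs of the cluster (chromosome 14, 100869060 to 101066801 on GRCh38) had a median log2 fold change of -0.16, with 30 of them below 0, against a median of -0.010 for all tested miRNAs. With library size only, which moves the median of all miRNAs to 0.15, the median of the 44 was -0.047 with 25 below 0, and with upper quartile scaling -0.27 with 31 below 0. limma's camera gave P = 0.0518 with its preset correlation between miRNAs and 0.606 with the correlation estimated from the libraries (0.331). A joint fall of the cluster is thus not shown, and the first value lies close to 0.05.

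The miR-302, miR-372 and miR-373 group that Fig. S15 shows as lower belongs to miRNAs known from undifferentiated stem cells, so a remainder of such cells that differs between cultures could lower it. The 11 miRNAs of the list written for this test had 122 and 156 counts in the exposed and 77 and 123 in the unexposed libraries, a log2 fold change of the scaled sums of -0.52, from -0.62 to -0.41 under the other scalings, and of -0.77 and -0.22 with either unexposed library left out. These values are above the limit of -1 set for the explanation. With library size only (-0.41) the sums of the exposed and unexposed libraries overlapped, while with TMM, DESeq2's size factors and upper quartile scaling both exposed sums were lower. The explanation can be neither excluded nor shown.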
